# Withaferin A Induces Cell Death Selectively in Androgen-Independent Prostate Cancer Cells but Not in Normal Fibroblast Cells

**DOI:** 10.1371/journal.pone.0134137

**Published:** 2015-07-31

**Authors:** Yukihiro Nishikawa, Daisuke Okuzaki, Kohshiro Fukushima, Satomi Mukai, Shouichi Ohno, Yuki Ozaki, Norikazu Yabuta, Hiroshi Nojima

## Abstract

Withaferin A (WA), a major bioactive component of the Indian herb *Withania somnifera*, induces cell death (apoptosis/necrosis) in multiple types of tumor cells, but the molecular mechanism underlying this cytotoxicity remains elusive. We report here that 2 μM WA induced cell death selectively in androgen-insensitive PC-3 and DU-145 prostate adenocarcinoma cells, whereas its toxicity was less severe in androgen-sensitive LNCaP prostate adenocarcinoma cells and normal human fibroblasts (TIG-1 and KD). WA also killed PC-3 cells in spheroid-forming medium. DNA microarray analysis revealed that WA significantly increased mRNA levels of c-Fos and 11 heat-shock proteins (HSPs) in PC-3 and DU-145, but not in LNCaP and TIG-1. Western analysis revealed increased expression of c-Fos and reduced expression of the anti-apoptotic protein c-FLIP(L). Expression of HSPs such as HSPA6 and Hsp70 was conspicuously elevated; however, because siRNA-mediated depletion of HSF-1, an HSP-inducing transcription factor, reduced PC-3 cell viability, it is likely that these heat-shock genes were involved in protecting against cell death. Moreover, WA induced generation of reactive oxygen species (ROS) in PC-3 and DU-145, but not in normal fibroblasts. Immunocytochemistry and immuno-electron microscopy revealed that WA disrupted the vimentin cytoskeleton, possibly inducing the ROS generation, c-Fos expression and c-FLIP(L) suppression. These observations suggest that multiple events followed by disruption of the vimentin cytoskeleton play pivotal roles in WA-mediated cell death.

## Introduction

Withaferin A (WA), a major bioactive constituent of the Ayurvedic medicinal plant *Withania somnifera*, induces cell death in many tumor cells [1–3]. Specifically, WA dose-dependently induces apoptotic cell death mediated by the unfolded protein response (UPR), which is triggered by accumulation of misfolded proteins in the endoplasmic reticulum (ER), and it also causes apoptosis mediated by reactive oxygen species (ROS) in human renal cancer (Caki) cells [4], [5]. WA exerts potent antiproliferative effects by inhibiting Hsp90 chaperone activity, thereby inducing degradation of Hsp90 client proteins in pancreatic cancer cell lines Panc-1, MiaPaCa2, and BxPc3; this effect is reversed by the proteasome inhibitor MG132 [6]. WA suppresses expression of human papillomavirus E6/E7 oncogenes, restores p53 pathway activity, and induces apoptosis in cervical cancer CaSki cells [7]. WA causes cell-cycle arrest at G2/M phase in prostate cancer cell lines [8], and induces apoptosis in human melanoma cells by generating ROS and down-regulating Bcl-2 [9].

WA binds directly to vimentin by covalently modifying a cysteine residue (Cys328), causing vimentin filaments to aggregate and colocalize with F-actin and thereby disrupting the vimentin cytoskeleton [10], [11]. WA-induced vimentin aggregation is accompanied by changes in cell shape, decreased motility, and elevated vimentin phosphorylation at Ser38 [12]. These observations suggest that WA could be used to target metastatic tumor cells [12], [13]. Although WA inhibits the epithelial–mesenchymal transition (EMT) by suppressing vimentin function [14], the effect on vimentin alone cannot account for all of the WA-mediated subcellular events that lead to cell death. Indeed, WA also binds β-tubulin, inducing severe disruption of normal spindle morphology [15], and also disrupts the cellular organization of several other intermediate filament (IF) networks, including peripherin, neurofilament-triplet protein, and keratin [12]. Therefore, to fully understand the molecular mechanism of WA-induced cell death, we must identify additional molecular targets of WA.

The oncogenic transcription factor c-Fos regulates gene expression, in association with Jun or other basic leucine-zipper proteins, as a component of the activator protein 1 (AP-1) dimer complex. Although c-Fos exerts anti-apoptotic functions, recent reports suggest that it may also promote apoptosis [16], [17]. Activated c-Fos/AP-1 primes PC-3 and LNCaP prostate cancer (PCa) cells to undergo apoptosis by directly binding the promoter region of the anti-apoptotic gene c-FLIP(L), thereby repressing its transcription [18]. Apoptosis also requires activation of tumor necrosis factor (TNF)-related apoptosis-inducing ligand (TRAIL)/Apo-2L; this TRAIL-induced apoptosis is barely detectable in normal cells [18].

The pathogenesis of prostate tumors is initially androgen-dependent; however, many patients progress to metastatic castration-resistant (androgen-independent) PCa (mCRPC) [19]. Androgen-independent PCa cells (e.g., PC-3 and DU-145) exhibit stem-like characteristics, whereas androgen-responsive PCa cells (e.g., LNCaP) do not [20–22]. Annexin A1, a phospholipid-binding protein and regulator of glucocorticoid-induce [23]. NANOGP8, a retrogene encoding a NANOG1-like protein, also plays a role in regulating stem-like PCa cells [24]. Side-population cells from human PCa cell lines and xenograft tissues undergo more complete EMT and are more aggressive than homologous bulk-population cells [25]. Thus, the EMT appears to be closely associated with the development of mCRPC. To date, no drugs have been developed that effectively and potently kill mCRPCs but not normal cells.

In this study, we sought to investigate whether WA can kill mCRPCs but not normal cells, and if so, to identify the essential molecular target of WA. We found that WA (2 μM) selectively induced cell death in androgen-independent PC-3 and DU-145 PCa cells, but not in LNCaP androgen-responsive PCa cells or TIG-1 normal fibroblasts. DNA microarray and western analyses revealed novel molecular targets of WA that may define the distinct responses of these cell lines to WA. Because WA killed PC-3 cells in spheroid-forming cultures, we propose that WA may serve as a starting molecule for the development of drugs that induce cell death in cancer stem cells (CSCs).

## Results

### TIG-1 and LNCaP are less sensitive to WA than PC-3 and DU-145

We first found that WA effectively induced cell death in PC-3 and DU-145, but LNCaP were less sensitive to WA treatment (Fig 1). To determine whether normal human fibroblasts (TIG-1) also show altered resistance to WA, we compared the viability of TIG-1 exposed to 2 μM or 4 μM WA to the viabilities of LNCap, PC-3 and DU-145. Viability of PC-3 and DU-145 decreased significantly 8 h after 4 μM WA treatment (pink arrows in Fig 1A). By contrast, viability of TIG-1 remained high, at a level similar to that of LNCaP, up to 8 h after 4 μM WA treatment, when more than half of PC-3 and DU-145 had died (green arrows in Fig 1A). Cell viability of DU-145 was higher than that of PC-3 at 4, 8, and 24 h.

**Fig 1:**
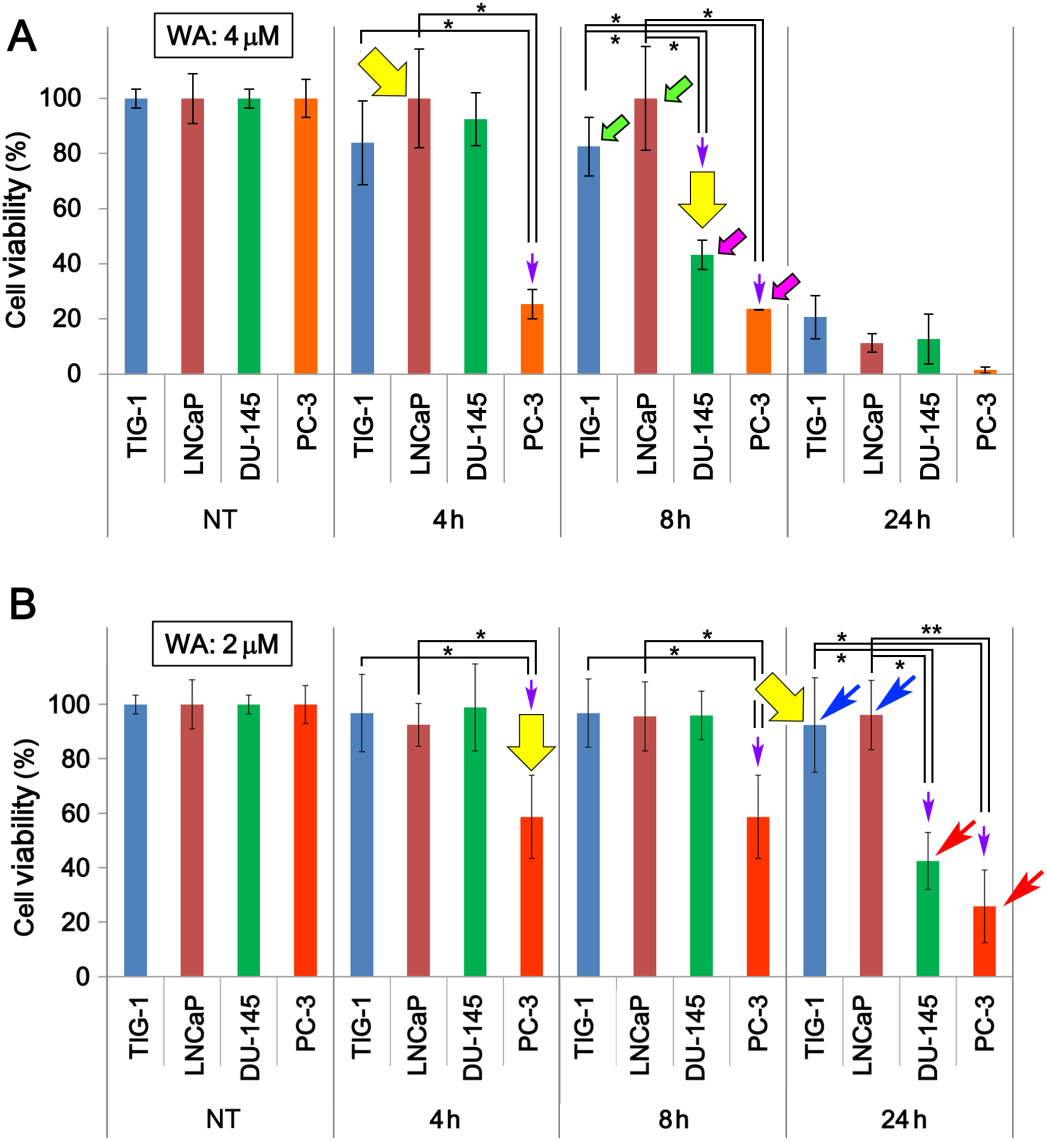
Cell viability of TIG-1, LNCaP, DU-145, and PC-3 cells after WA treatment. **(A, B)** Cell viability was measured at 4, 8, and 24 h after 2 μM (A) or 4 μM (B) WA treatment. NT, non-treated. Green and blue arrows indicate bars for surviving cells, whereas pink and red arrows indicate bars for cells that died under the same conditions. Yellow arrows indicate the samples used for DNA microarray analysis. Bars represent means ± SEM for three independent experiments. Purple arrows indicate significant reductions in cell viabilities (*, *P* < 0.05; **, *P* < 0.01).

After treatment with 2 μM WA, viability of PC-3 was reduced at 4, 8, and 24 h, whereas DU-145 became inviable only at 24 h (red arrows in Fig 1B). By contrast, TIG-1 and LNCaP remained viable at 24 h (blue arrows in Fig 1B). Incubation of these cells for longer periods demonstrated that TIG-1 remained viable even at 96 h, whereas LNCaP became inviable at 72 h (S1A and S1C Fig), suggesting that 2 μM WA treatment does not induce the death of TIG-1 but the death of LNCaP was only delayed. Another human normal fibroblast line (KD) also showed resistance to 2 μM WA treatment (S1B Fig). Taken together, these results suggest that TIG-1 and LNCaP cells are more resistant to WA than PC-3 and DU-145 cells.

### Up-regulation of c-Fos after WA treatment correlates with cell viability

To identify genes that were up- or down-regulated in these cell lines following WA treatment, we examined the transcriptomes of TIG-1, LNCaP, PC-3, and DU-145 using Agilent SurePrint G3 Human Microarrays. We examined mRNA levels for PC-3 and TIG-1 at 4 h and 24 h, respectively, after 2 μM WA treatment, and for LNCaP and DU-145 at 4 h and 8 h, respectively, after 4 μM WA treatment (yellow arrows in Fig 1A and 1B). 

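RNA from 4 human cell lines was hybridized to 8 single-color Agilent arrays, with 1 array for WA and 1 for dimethyl sulfoxide (DMSO, the solvent) in each line. TIG-1 are normal human fibroblasts, LNCaP are androgen-sensitive prostate adenocarcinoma cells, and PC-3 and DU-145 are androgen-insensitive ones. For LNCaP and DU-145 the sample labels disagree among themselves, since 1 field gives 2 μM WA where another gives 4 μM, and the 4 μM of the article's Results is used here. For PC-3 and TIG-1 the Results and the labels give 2 μM, which is used here, whereas the title of S1 Table names 4 μM for its whole list. The authors deposited the scanner output of each array, in which the signal intensity of a spot is already corrected for background by the Agilent software. Each array held 58717 spots that are not controls, and between 57.9% of them (LNCaP, DMSO) and 65.2% (DU-145, WA) were well above background. No spot was saturated. The median processed signal was 87.5 and 96.0 on the TIG-1 arrays treated with DMSO and WA, and between 35.0 and 68.8 on the other 6 arrays. The TIG-1 arrays lay on a slide of their own (slide 1, scan 1), and the other 6 arrays shared slide 2, so a level in TIG-1 cannot be told apart from its slide, whereas each ratio of WA to DMSO was taken within a slide. For the values given here, the log2 signal of each spot was reduced by the 75th percentile of its array. Spots of one probe were averaged, and the brightest probe stood for a gene. Spots of one probe on one array had a median SD between 0.06 and 0.07 on the log2 scale. There were no replicate arrays, so a ratio for a single line carries no replicate check and no p-value, and the number of arrays limits the precision.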

Fold changes in gene expression were determined by comparing hybridization signal intensities between samples treated with WA and those treated with dimethyl sulfoxide (solvent). 

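The ratio of WA to DMSO was computed for each of 36337 gene names in each line. Where the probe was not well above background on the dimmer array, the ratio was taken as a lower bound, against the higher of the probe's own value and the lowest signal well above background on that array, and no ratio was given where neither array was well above background. In PC-3, 390 genes rose at least 4-fold and 247 fell at least 4-fold, and 167 of the rises were bounds. In DU-145, 293 genes rose and 74 fell by that much. In LNCaP, 48 rose and 188 fell, and in TIG-1, 155 rose and 346 fell. Of the lowered spots in LNCaP, 80.3% lay beside 2 or more other lowered spots on the slide, against 0.113% of randomly placed spots, and without such spots 35 genes were lowered there. In PC-3 240 genes were raised and 110 lowered without such spots. Normexp background correction gave 135 raised and 54 lowered genes in PC-3, and no filter on dim probes gave 672 and 436. The normexp setting added an offset of 50 to every spot, which by construction draws the ratios of dim probes toward 0.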

S1 Table shows a list of differentially expressed genes, arranged in descending order of fold change in PC-3; all genes listed were also up-regulated by more than 4-fold in DU-145. 

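Arranged by the same rule, the arrays gave 293 genes raised more than 4-fold in DU-145, of which 230 had a ratio or a bound in PC-3. Of these, 79 were also raised more than 4-fold in PC-3, 8 in LNCaP and 7 in TIG-1. For 68, the rise passed this limit in PC-3 and was not shown to pass it in LNCaP or TIG-1. These 68 include genes with no ratio in LNCaP or TIG-1, such as EGR4, and genes with only a lower bound there, such as HSPA1A in LNCaP. They are thus not all measured as unraised in those lines. One gene name, HMOX1, passed this limit in all 4 lines. The list opened with HSPA6, DNAJA4, EGR1, FOS and HMOX1, and BAG3 stood at position 9. With normexp background correction, the number of genes raised more than 4-fold in both PC-3 and DU-145 was 36.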

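Between 62.0% (LNCaP, DMSO) and 79.5% (TIG-1, WA) of the spots had a processed signal above 10. Among the 230 genes raised more than 4-fold in DU-145 and arranged by their ratio in PC-3, 212 had a processed signal above 10 on both PC-3 arrays, 204 on both DU-145 arrays and 151 on all 8 arrays. Of the first 45, all 45 exceeded 10 on the PC-3 array treated with WA and 41 on the one treated with DMSO. By the scanner software's own test, 196 of the 230 were well above background on both PC-3 arrays, 192 on both DU-145 arrays and 120 on all 8 arrays.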

Scatterplots indicate that the mRNA levels of analyzed genes were high enough (raw signal intensity > 10) to allow physiologically significant comparisons (S2 Fig).

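The FOS probe lies on chromosome 14 of hg19 from 75748214 to 75748273. Its log2 ratio of WA to DMSO was 6.27 in PC-3, a 77.0-fold rise, and 4.92 in DU-145, a 30.4-fold rise, against 1.29 in TIG-1 and 0.38 in LNCaP. The FOSB probe lies on chromosome 19 from 45978205 to 45978264. Its log2 ratio was 5.76 in DU-145, 4.03 in PC-3 and 0.51 in LNCaP, and in TIG-1 the probe was not well above background on either array. With normexp background correction, whose offset draws ratios of dim probes toward 0, the FOS ratio was 4.37 in PC-3 and 4.64 in DU-145. This changed the order of these lines. The FOSB ratio became 3.87 in DU-145. The difference in the WA response between the pair of PC-3 and DU-145 and the pair of TIG-1 and LNCaP was 4.76 for FOS (standard error 0.55, limma adjusted p = 0.52 after Benjamini-Hochberg adjustment), so the difference did not pass the adjustment with 2 lines on each side. No such difference is given for FOSB, because of its dim probe in TIG-1.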

Because overexpression of c-Fos induces apoptosis in human colorectal carcinoma cells [17], we focused on the c-Fos and FosB genes, which were conspicuously up-regulated in PC-3 and DU-145, but were weakly up-regulated in TIG-1 and even less so in LNCaP (S1 Table; pink and turquoise arrows in S2 Fig). In PC-3, these proteins were significantly up-regulated at 4 h after 4 μM WA treatment, followed by a gradual increase thereafter (Fig 2A). In DU-145, c-Fos was conspicuously up-regulated at 4 h, but its expression decreased gradually afterwards; a similar pattern was observed in TIG-1, although the up-regulation was less conspicuous than in DU-145 (Fig 2A). In LNCaP, the c-Fos level was very low, and was detectable only at 24 h. Notably, the ranked order of cell viability (see Fig 1A) was identical to the order of the c-Fos expression level at 8 h after 4 μM WA treatment (LNCaP > TIG-1 > DU-145 > PC-3). Moreover, after 2 μM WA treatment, a similar pattern of c-Fos up-regulation was observed in both PC-3 and DU-145; however, very little c-Fos expression was observed in TIG-1 and LNCaP (Fig 2B); thus, WA-induced c-Fos expression was correlated with cell viability. By contrast, FosB and FosB2 were not significantly up-regulated, and their expression levels were not correlated with cell viability (Fig 2A).

**Fig 2:**
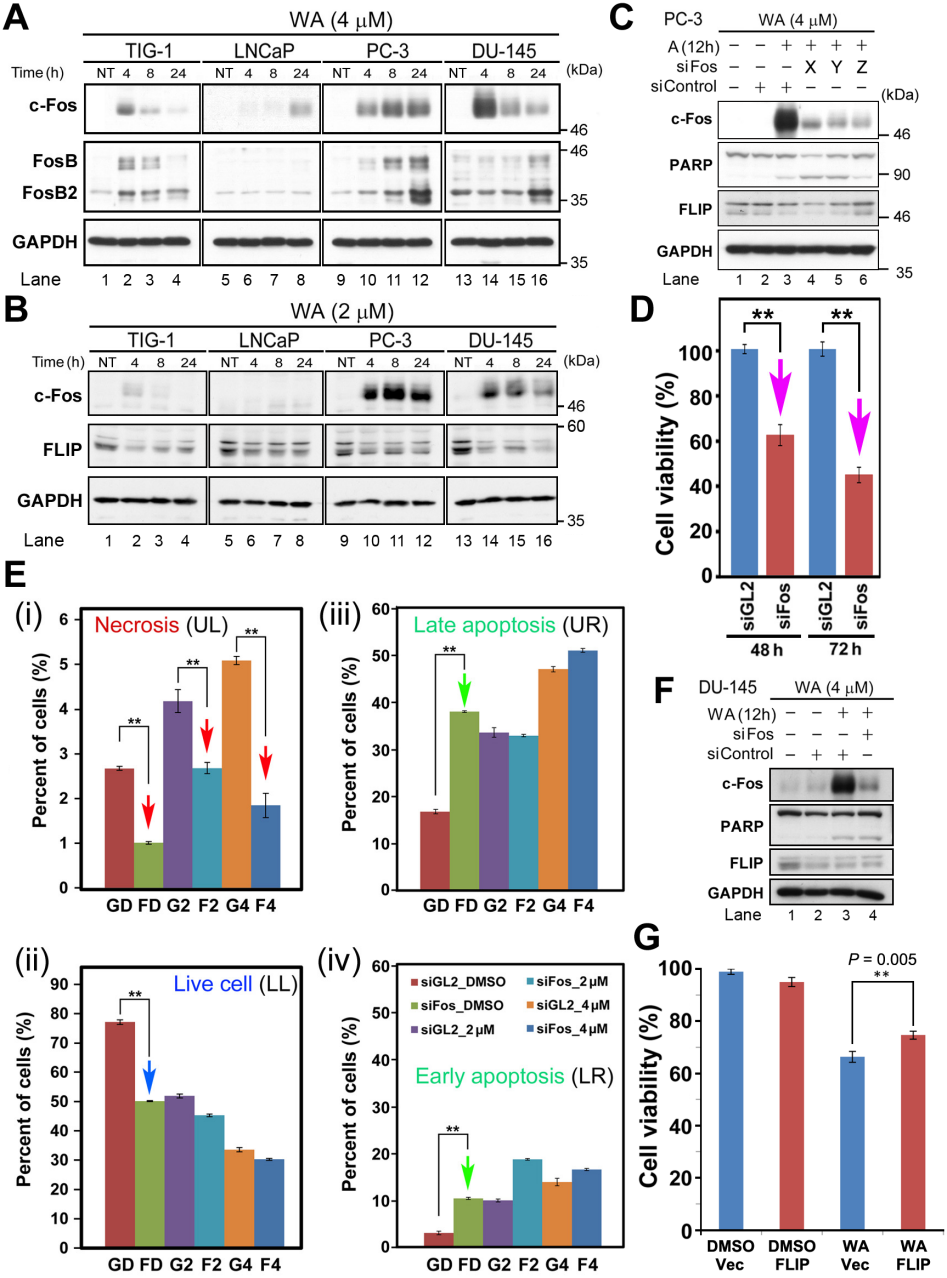
c-Fos and FLIP play a role in induction of cell death. (A, B) Western blot analysis to detect c-Fos (FosB) in TIG-1, LNCaP, DU-145, and PC-3 cells at 4, 8, and 24 h after treatment with 4 μM (A) or 2 μM (B) WA. NT, non-treated. (C) Western blot analysis to detect c-Fos, PARP, FLIP and GAPDH in PC-3 cells at 12 h after 4 μM WA treatment in the presence (+) or absence (-) of three different siRNAs (X–Z) from OriGene. (D) Viability of PC-3 cells after siFos treatment. Data are represented as means ± SEM of three independent experiments; pink arrows indicate a statistically significant reduction in cell number following siFos treatment (**, *P* < 0.01). (E) Population of apoptotic, necrotic, and live cells distinctly stained with Annexin V–EnzoGold, 7-AAD-Red, and GFP. Data are represented as means ± SEM of three independent experiments; red, blue, and green arrows indicate statistically significant changes (**, *P* < 0.01). (F) Western blot analysis of c-Fos, PARP, FLIP, and GAPDH in DU-145 at 12 h after 4 μM WA treatment in the presence (+) or absence (-) of siRNAs; siFos or siGL2 (siControl). (G) Viability of DU-145 cells after exogenous overexpression of pcDNA3-FLIP or vector alone in the presence of DMSO (solvent) or 4 μM WA.

siRNA-mediated knockdown of c-Fos (siFos) rescues cell death in PC-3 [18]. Hence, we investigated what type of cell death (i.e., apoptosis or necrosis) is rescued by siFos. For these experiments, we used siFos_Z (Fig 2C). First, we confirmed in PC-3 that viability significantly decreased at 48 h and 72 h after WA treatment (Fig 2D). FACS analysis (S3 Fig) revealed that the rate of necrosis was lower in siFos-treated cells than in cells treated with siGL2 (negative control) 8 h after treatment with either DMSO alone or WA (2 μM or 4 μM), suggesting that overexpression of c-Fos induced by WA plays a role in inducing necrotic cell death (red arrows in Fig 2E-i). By contrast, under the same conditions, viability decreased (blue arrows in Fig 2E-ii) and the percentage of apoptotic cells increased (green arrows in Fig 2E-iii and 2E-iv). Thus, overexpression of c-Fos correlates with WA-induced cell death in PC-3. It remains elusive if c-Fos is involved in the determination of cell viability or just converts the cell death mode from apoptosis to necrosis without affecting the induction of cell death. We could not examine this in DU-145 because both siGL2 and siFos caused cell death at a similar level.

c-Fos exerts its proapoptotic function in PC-3 and LNCaP cells in part by repressing expression of c-FLIP(L), which we will refer to as ‘FLIP’ hereafter [18]. The FLIP level was reduced following WA treatment in all cells tested (Fig 2B); the reduction of FLIP was especially remarkable in DU-145, particularly at 24 h after 2 μM WA treatment (Fig 2B, lane 16), relative to the reductions in TIG-1, LNCaP, and PC-3 (Fig 2B, lanes 4, 8, and 12). This observation suggests that WA-mediated cell death occurs in part due to reduced expression of FLIP. Western blot analysis indicated that the level of FLIP was not reduced by siFos_Z treatment in PC-3 (Fig 2C, lane 6), whereas siFos_X or siFos_Y treatment slightly reduced the FLIP level (Fig 2C, lanes 4 and 5). In DU-145, the FLIP level was similarly reduced by treatment with siControl or siFos_Z (Fig 2F, lanes 3 and 4). These results suggest that modulation of the c-Fos level is somehow related to but does not directly affect the reduced FLIP level. Nonetheless, exogenous expression of FLIP in DU-145 rescued WA-induced cell death (Fig 2G). Taken together, these results suggest that WA caused two independent events, namely, an increase in the c-Fos level and a reduction in the FLIP level, to induce cell death.

### Expression of HSP genes is up-regulated after WA treatment

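The log2 ratio of WA to DMSO in PC-3 was 9.02 for HSPA6, 7.03 for DNAJA4, 6.03 for HMOX1, 5.03 for HSPA1B, 4.62 for HSPA1L, 4.59 for HSPA1A, 4.14 for DNAJB1, 4.04 for DNAJB4, 3.40 for SERPINH1 and 3.20 for HSPH1. All 10 were among the first 45 when only genes raised more than 4-fold in DU-145 were arranged by their ratio in PC-3. Among all genes arranged by that ratio, DNAJB1 stood at position 54, DNAJB4 at 60, SERPINH1 at 112 and HSPH1 at 128. The others stood at position 39 or better. The spot of HSPH1 on the PC-3 arrays lay beside other raised spots, but its other probe rose by 3.43. Over the 10 genes the median log2 ratio was 4.61 in PC-3, 3.45 in DU-145, 1.98 in LNCaP and 0.55 in TIG-1. In LNCaP, HSPA6 rose by 3.97 and HSPA1B by 3.51, and HMOX1 rose by 6.19 there and by 4.34 in TIG-1. Another HSPA6 probe rose by 1.36 in LNCaP and by 7.33 in PC-3, and a further one by at least 1.15 in PC-3, with a ratio of 0.02 in DU-145. The HSPA1A probe was not well above background in LNCaP treated with DMSO, so its ratio there is a bound. HSPA1A and HSPA1B are near-identical genes, and their probes can share signal. The paper picked the 10 genes from these arrays by their rise in PC-3 and DU-145, so their place among other genes in those lines is fixed by that choice. In LNCaP their median lay above that of every one of 10000 random lists of the same size and like signal, and in TIG-1 above 99.99% of them, as a description of these arrays. With the mean in place of the median, the value in PC-3 was 5.11.

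**Figure D1:**
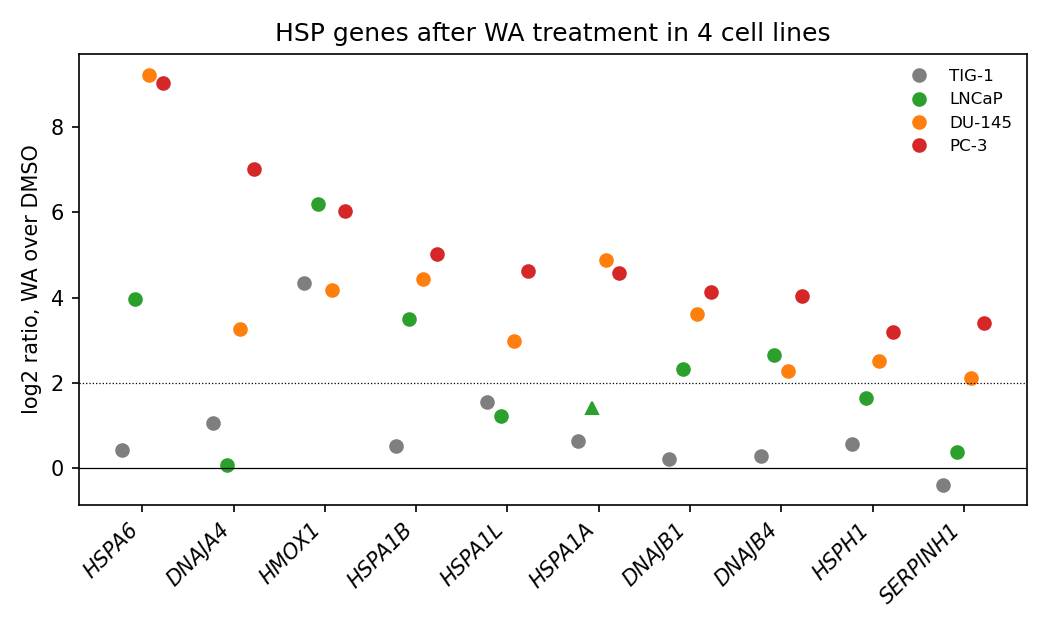
Log2 ratio of the signal after WA to that after DMSO (vertical axis) for 10 HSP genes (horizontal axis) in 4 cell lines, with 1 array per condition. Circles are ratios measured on both arrays, the triangle for HSPA1A in LNCaP is a lower bound, and the dotted line marks a 4-fold rise. HMOX1 lies above the dotted line in all 4 lines.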

Next, we noticed that 11 heat-shock protein (HSP) genes (*HSPA6*, *DNAJA4*, *HMOX1*, *HSPA1B*, *HSPA1L*, *HSPA1A*, *DNAJB1*, *DNAJB4*, *HSPH1*, and *SERPINH1*) were among the 45 most up-regulated genes in PC-3 (S1 Table). HSPs are molecular chaperones that are subjected to rapid and strong induction by stress. In PC-3 and DU-145, HSPA6 was abruptly up-regulated 4 h after WA treatment, whereas in TIG-1 and LNCaP, the level of HSPA6 protein was very low (Fig 3A). By contrast, expression levels of DNAJA4 (HSP40 hereafter) and HSPA1B (HSP70 hereafter) exhibited similar gradual increases in these cells (Fig 3A).

**Fig 3:**
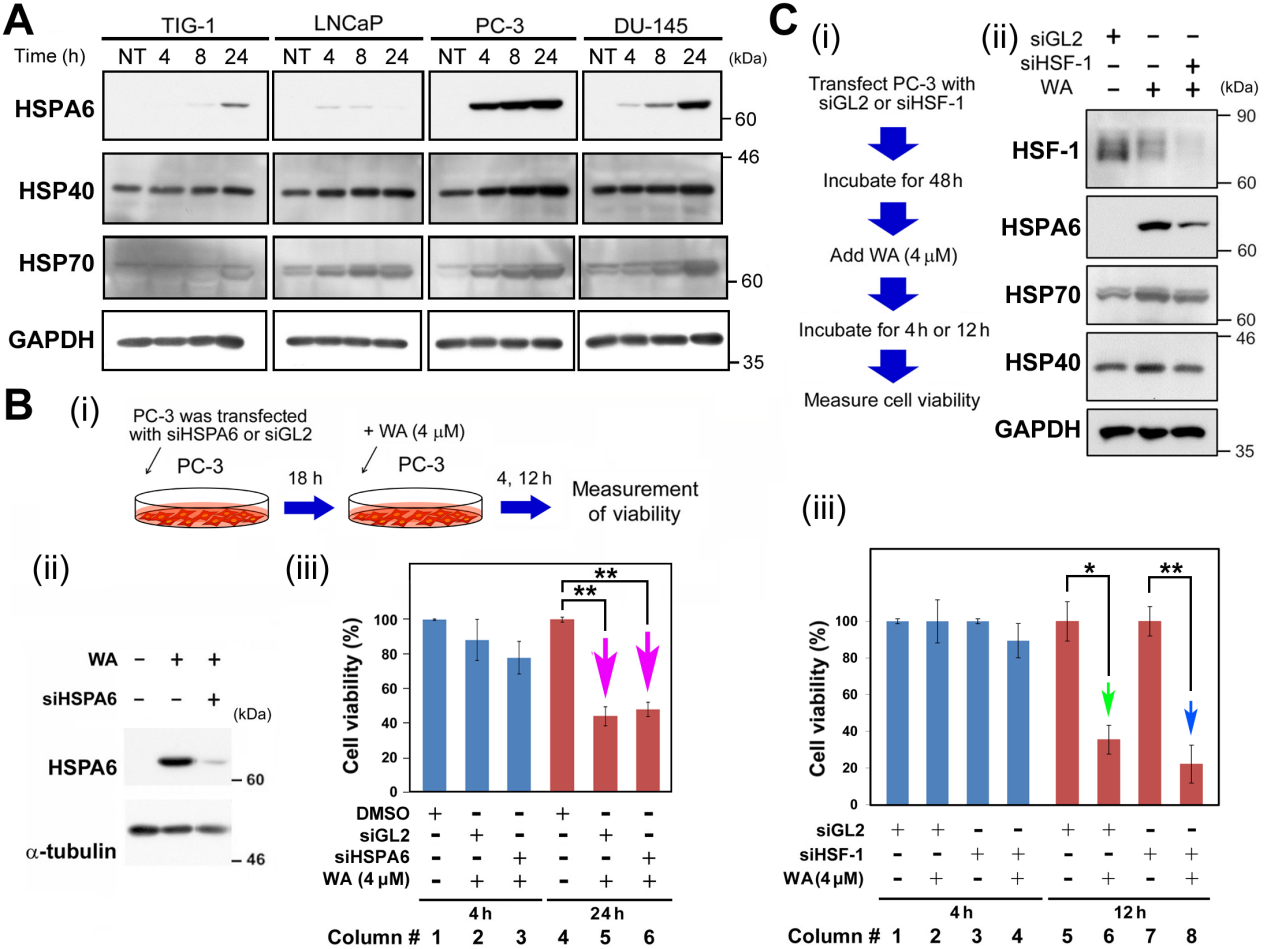
Expression of HSP genes is up-regulated after WA treatment. (A) Western blot analysis to detect HSPA6, HSP40, HSPA70, EGR-1, PAR-4, and GAPDH (loading control) in TIG-1, LNCaP, DU-145, and PC-3 cells at 0, 4, 8 and 24 h after 4 μM WA treatment. Arrow indicates the band for bona fide EGR-1. (B) Influence of siHSPA6 expression on PC-3 cell growth. (i) Schematic for this experiment. (ii) Western blot analysis to confirm the knockdown of HSPA6 protein by siHSPA6, relative to cells treated with siGL2 (negative control). (iii) Influence of siHSPA6 and siGL2 on PC-3 cell growth, with or without WA treatment. Arrow highlights the reduction in PC-3 cell growth. (C) Influence of siHSF-1 expression on PC-3 cell growth. (i) Schematics for this experiment. (ii) Western blot analysis to confirm the knockdown of HSP protein by siHSF-1, relative to cells treated with siGL2 (negative control), and to determine whether HSF-1 knockdown affected HSP protein levels by detection of HSPA6, HSP40, HSPA70, and GAPDH in PC-3 cells. (iii) Influence of siHSF-1 and siGL2 on PC-3 cell growth, with or without WA treatment. Arrow highlights the reduction in PC-3 cell growth. Data are represented as means ± SEM of three independent experiments; pink, green, and blue arrows indicate significant decreases in cell viabilities (*, *P* < 0.05; **, *P* < 0.01).

To reduce the level of HSPA6 protein in WA-treated cells, we performed siRNA-mediated knockdown in PC-3 (Fig 3B-i). We confirmed successful knockdown by western blotting (Fig 3B-ii). However, we observed little change in cell viability in siHSPA6-treated cells relative to cells treated with a negative control RNA (siGL2) (red arrows in Fig 3B-iii), suggesting that overexpression of HSPA6 is not the cause of cell death after WA treatment.

We next performed siRNA-mediated knockdown of heat-shock factor protein 1 (HSF1), the major transcription factor involved in up-regulation of the HSF genes [26], using a similar experimental design (Fig 3C-i). Western analysis confirmed that HSF1 knockdown using siHSF1 decreased expression of both HSF1 and HSPA6 (Fig 3C-ii). By contrast, the levels of HSP40 and HSP70 were unaltered (Fig 3C-ii), probably due to the high baseline levels of endogenous HSP40 and HSP70 (see Fig 3A). Nonetheless, treatment of PC-3 cells with siHSF1 increased cell death (green and blue arrows in Fig 3C-iii), although the increase was not conspicuous. These results suggest that unknown proteins up-regulated by HSF1 protect PC-3 cells against cell death.

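The EGR1 probe was not well above background in PC-3 treated with DMSO, and EGR1 rose there by a log2 ratio of at least 6.78. It rose by 3.28 in DU-145 and 2.12 in LNCaP, and its ratio was -0.38 in TIG-1. EGR2 rose by 3.94 in PC-3, by at least 3.55 in DU-145 and by at least 1.82 in TIG-1. EGR3 rose by at least 3.78 in DU-145 and at least 1.25 in PC-3, and EGR4 by 4.81 in DU-145 and at least 3.38 in PC-3. The position of EGR3 in the list rests on its bound. Neither EGR3 nor EGR4 was well above background on the arrays of TIG-1 and LNCaP. By their ratio in PC-3, EGR1 stood at position 3, EGR2 at 22, EGR4 at 30 and EGR3 at 120 of the 230 genes raised more than 4-fold in DU-145. With no filter on dim probes and no bounds, all 4 EGR genes were among the first 40, with EGR3 at position 38.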

Four of the early growth response (EGR) genes were ranked among the top 40 WA-induced genes (S1 Table). The levels of EGR-1 and EGR-3 remained constant following WA treatment (S3 Fig); therefore, we ignored these proteins in subsequent analyses. 

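PAWR, the gene of PAR-4, had a probe on chromosome 12 of hg19 from 79990360 to 79990419. Its log2 ratio of WA to DMSO was 0.45 in TIG-1, 0.06 in LNCaP, -0.01 in DU-145, where the sign changed with quantile normalization and with median scaling, and -0.36 in PC-3. Across the 4 lines the shared change was 0.03 (limma adjusted p = 0.933 after Benjamini-Hochberg adjustment), and the residual SD between lines was 0.235.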

Contrary to a previous report [27], prostate apoptosis response-4 (PAR-4) was not up-regulated after WA treatment at either the mRNA (green arrowheads in S1 Fig) or protein level (S3 Fig). Therefore, these genes may not be involved in determining cell viability (see Fig 1).

### WA induces the stress response initiated at the ER and mitochondria in prostate cancer cells

WA induces apoptosis mediated by ER stress in human renal carcinoma cells [4] and *Xenopus laevis* A6 kidney epithelial cells [28]. 

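In PC-3, where 2 μM WA was given for 4 h, lists of genes written down before the arrays were examined differed in their rise. The median log2 ratio of heat-shock genes outside the ER, other than the 10 above, was 1.73. All 17 of the 18 genes of this list that had a ratio in PC-3 rose at least 2-fold. BAG3, which the study picked, is among them, and so are HSPD1 and HSPE1, which are mitochondrial. Over 13 genes of the PERK, ATF4 and CHOP branch it was 1.59, and DDIT3, the gene of CHOP, rose by 3.64. Over 23 ER chaperone and ER-associated degradation genes it was 0.45, with 2 of the 23 raised at least 2-fold, and HSPA5, the gene of BiP, had a log2 ratio of 0.23. Each of these 3 medians lay above all of 10000 random lists of like signal. In TIG-1 the corresponding medians were 0.39, 0.41 and -0.13. No Gene Ontology annotation was used here.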

Gene Ontology analysis of the DNA microarray data (S5 Fig) using the NextBio system confirmed that the top-ranked enriched gene sets contained ER stress–related UPR genes (ID, GO:0006986; S4 Fig). To determine whether ER stress was induced to different degrees in TIG-1 and PC-3 after WA treatment, we performed western analysis at 2, 4, and 8 h after 4 μM WA treatment. In PC-3, induction of CHOP expression and activation of caspase 3 and PARP cleavage were observed, which suggests that the ER stress response via activation of CHOP is important (Fig 4). However, siRNA-mediated knockdown of CHOP suggest that CHOP does not play a role in the activation of caspase 3 (S6 Fig). By contrast, phosphorylation of eIF2α at Ser51 was inefficient, possibly due to weak activation of PERK; consequently, downstream events such as caspase 3 activation and PARP cleavage were barely detectable in TIG-1 (leftmost panels in Fig 4). This weak response to ER stress may explain why TIG-1 is resistant to WA treatment (see Fig 1B). In LNCaP, caspase 3 activation and PARP cleavage were not observed at 8 h; thus, in this cell line the ER stress response was activated at a level intermediate between those in TIG-1 and PC-3; the resistance of LNCaP to WA may be due to this delay in downstream events. However, although the level of CHOP was induced after WA treatment in DU-145, little caspase 3 activation and PARP cleavage was observed (rightmost panels in Fig 4). Thus, apoptotic cell death of DU-145 may be due primarily to increased c-Fos expression and reduced FLIP expression rather than the ER stress response (see Fig 3).

**Fig 4:**
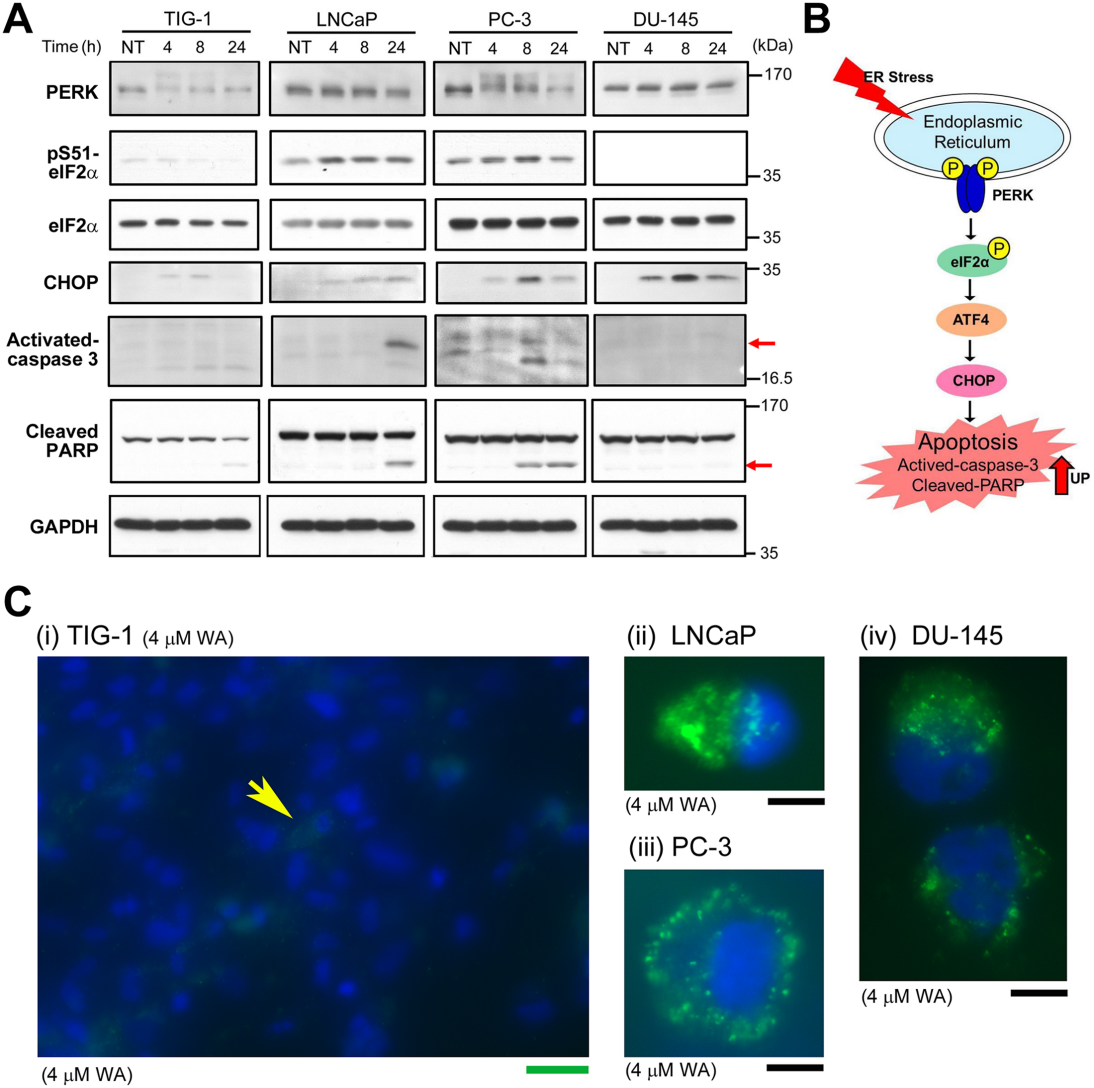
Expression profiles of ER stress–related proteins following WA treatment. (A) Western blot analysis to detect IRE-1α, PERK, pS51-eIF2α, CHOP, caspase 3, PARP, BiP, and GAPDH (loading control) in TIG-1, LNCaP, DU-145, and PC-3 cells at 4, 8, and 24 h after 4 μM WA treatment. NT: non-treated. (B) Schematic representation of the analyzed proteins in the apoptotic pathway induced by ER stress. (C) Typical fluorescence images of TIG-1 (i), LNCaP (ii), PC-3 (iii), and DU-145 (iv) that were treated with 4 μM WA for 24 h and subsequently treated with ROS detection reagents using the Image-iT LIVE Green ROS Detection Kit. Merged images are shown of cytoplasmic ROS signals (green) and nuclear DNA signals stained with Hoechst33342 (blue). Green bar, 100 μm. Black bar, 10 μm.

*Ashwagandha* leaf extract containing WA causes breast cancer cells to generate ROS, which is a stress response initiated at mitochondria [29]. We examined if treatment with WA also induces ROS generation in prostate cancer cells and normal fibroblasts by a fluorescence probe method. We first confirmed detection of ROS signals when cells were treated with *tert*-butyl hydroperoxide (TBHP), an inducer of ROS generation. All tested cells showed cytoplasmic signals (green) derived from ROS production (S7A Fig). Upon treatment with 4 μM WA for 24 h, only a low level of cytoplasmic ROS was detected in TIG-1 (Fig 4B-i) and KD (S7B Fig), which is similar to the finding of a previous report that TIG-3 generate little ROS after WA treatment [29]. By contrast, strong ROS signals were detected in LNCaP, PC-3, and DU-145 (Fig 4C-ii,-iii, and-iv). These results suggest that TIG-1 and KD, unlike LNCaP, PC-3, and DU-145, did not generate ROS after WA treatment, which may explain why TIG-1 and KD are resistant to WA.

### WA induces BAG3-mediated autophagy in PC-3 cells

WA induces autophagy in breast cancer cells, but the detailed mechanism remains elusive [30]. Our DNA microarray data (S1 Table) indicated that the mRNA level of Bcl-2-associated athanogene 3 (BAG3), a member of the BAG co-chaperone family implicated in autophagy [31], is up-regulated after WA treatment. Thus, we investigated whether WA induced autophagy in PC-3 by expressing EGFP-tagged microtubule-associated protein light chain 3 (LC3), an autophagy marker that specifically labels autophagosomal membranes [32]. Indeed, EGFP-LC3 puncta appeared after 2 μM or 4 μM WA treatment (Fig 5A) at a frequency similar to that in serum-starved cells (Fig 5B).

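The BAG3 probe lies on chromosome 10 of hg19 from 121436388 to 121436447. Its log2 ratio was 4.73 in PC-3, a 26.5-fold rise, 2.74 in DU-145, 2.15 in LNCaP and 0.69 in TIG-1, and it was well above background on all 8 arrays. The shared change over the 4 lines was 2.58 (limma adjusted p = 0.309 after Benjamini-Hochberg adjustment). From the raised mRNA of this gene, which earlier work links to autophagy, the paper turns to autophagy in PC-3.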

**Fig 5:**
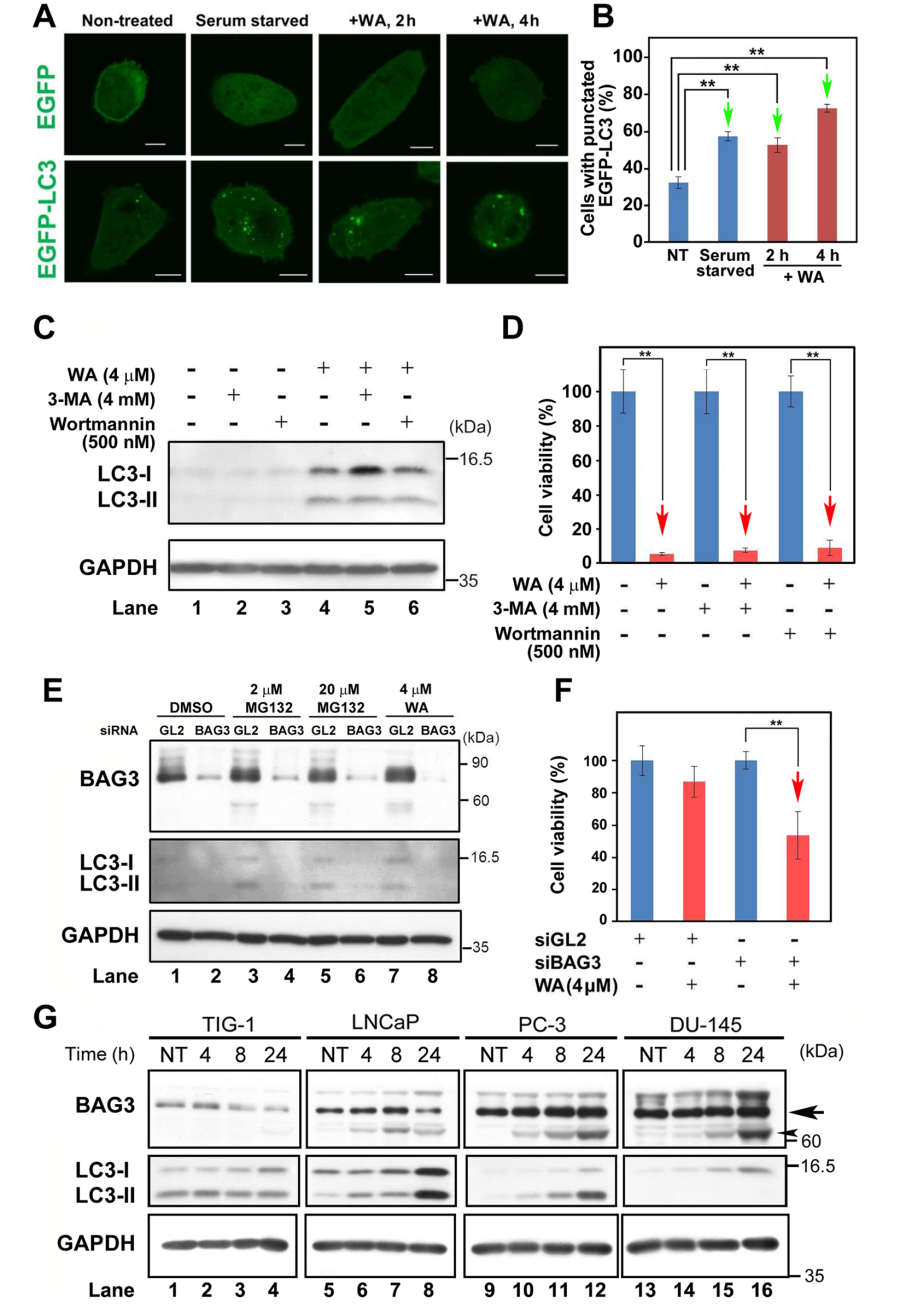
WA induces BAG3-mediated autophagy in PC-3 cells. A) Observation of EGFP and EGFP-LC3 signals by immunofluorescence microscopy. Bar, 10 μm. (B) Bar graphs showing the percentage of cells containing punctate EGFP-LC3; arrows show that the values gradually increased under the indicated conditions. Data are represented as the means ± SEM of three independent experiments; green arrows indicate statistically significant increases (**, *P* < 0.01). (C) Western blot analysis to detect LC-3 and GAPDH (loading control) in PC-3 under the indicated conditions. (D) Bar graphs showing cell viability (%) under the indicated conditions. (E) Western blot analysis to detect BAG3, LC-3, and GAPDH (loading control) in PC-3 cells in the presence of the indicated conditions of siBAG3 or siGL2 (negative control). (F) Bar graphs showing cell viability (%) at the indicated conditions. (D, F) Data are represented as means ± SEM of three independent experiments; red arrows indicate statistically significant reductions in cell viability (**, *P* < 0.01). (A–F) Samples were collected at 4 h after WA treatment. (G) Expression profiles of the autophagy-related proteins BAG3 and LC3 in PC-3 cells at 4, 8, and 24 h after treatment with 4 μM WA. NT: non-treated.

To determine whether WA-mediated autophagy affects cell viability, we added pharmacological inhibitors of class III phosphatidylinositol 3-kinases, 3-methyladenine (3-MA) or wortmannin, which suppresses canonical autophagy, to PC-3 cells in the presence (+) or absence (−) of 4 μM WA treatment. Western analysis indicated that WA induced LC3 expression regardless of the presence of 3-MA or wortmannin (Fig 5C). Moreover, neither drug suppressed the reduction in cell viability (Fig 5D).

Because BAG3 activates noncanonical autophagy elicited by proteasome inhibitors such as MG132 [33], we investigated whether siRNA-mediated knockdown of BAG3 would affect PC-3 cell viability. siBAG3 successfully suppressed BAG3 expression compared to siGL2, a negative control (top panel of Fig 5E). As expected, LC3 expression was suppressed by siBAG3 after either treatment with DMSO, 2 μM MG132, 20 μM MG132, or 4 μM WA (middle panel of Fig 5E). Furthermore, cell viability was reduced by siBAG3 following WA treatment (Fig 5F), probably due to inhibition of the anti-apoptotic activity of BAG3. Taken together, these results suggest that WA-induced BAG3 mediates noncanonical autophagy, which protects PC-3 cells against cell death.

Western blot analysis showed that the intensity of the ~70 kDa band of BAG3 (arrow in Fig 5G) was decreased in TIG-1 at 24 h after WA treatment (Fig 5G, lane 4), whereas its level was already high (lanes 9 and 13) and unchanged after WA treatment in PC-3 (lanes 10–12) and DU-145 (lanes 14–16). Moreover, the ~62 kDa band of BAG3 (a putative processed form of BAG3) was conspicuously increased in PC-3 and DU-145 (arrowhead in Fig 5G); it remains elusive if 62 kDa BAG3 is more active than 70 kDa BAG3 or is inactive. These results indicate that the BAG3 protein level is higher in PC-3 and DU-145 than in TIG-1 and LNCaP. Nonetheless, the LC3 level was low in PC-3 and DU-145 (middle panels in Fig 5G), suggesting that a regulatory mechanism linking BAG3 activity and LC3-II production was altered in these cells. Indeed, a recent report showed that DU-145 cannot produce LC3-II due to a genetic impairment of the autophagy pathway [34]. By contrast, LC3 expression was high in TIG-1 and LNCaP (middle panels in Fig 5G). It remains to be analyzed if these results suggest that these cells are somehow protected from WA-induced cell death similar to the protection of Caco-2 cells from oxaliplatin-induced cell death [35].

### TIG-1 and PC-3 exhibit distinct patterns of subcellular vimentin localization following WA treatment

WA associates with vimentin and causes rapid reorganization of vimentin intermediate filaments (VIF) into perinuclear aggregates in BJ-5ta human fibroblasts [12]. Although mRNA levels of vimentin were high and unaltered after WA treatment in TIG-1, LNCaP, PC-3, and DU-145 (black arrows in S1 Fig), western analysis indicated that vimentin protein levels were elevated following WA treatment in PC-3 (Fig 6A). By contrast, vimentin level was already high before WA treatment, and remained high, in DU-145 (Fig 6A). 

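The VIM probe lies on chromosome 10 of hg19, where its position runs from 17278347 to 17279256. Its log2 ratio of WA to DMSO was -0.15 in TIG-1, 0.15 in LNCaP, -0.30 in DU-145 and 0.17 in PC-3. The shared change was -0.03 (limma adjusted p = 0.901 after Benjamini-Hochberg adjustment, residual SD 0.163). Quantile normalization moved the ratio to 0.054 in TIG-1 and -0.056 in PC-3. With DMSO alone the normalized log2 signal of VIM was 7.89 in TIG-1, 7.70 in DU-145, 6.72 in PC-3 and 1.84 in LNCaP, where 0 is the 75th percentile of an array. VIM thus lay above 86.6% of the spots in LNCaP and above 99.5% in PC-3, 99.8% in DU-145 and 99.9% in TIG-1.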

In TIG-1, the vimentin level was reduced, with cleavage products of vimentin [10] evident at 24 h (arrowheads Fig 6A), whereas no vimentin band was detected in LNCaP (Fig 6A). These observations are consistent with the fact that PC-3, but not LNCaP, underwent the EMT to acquire vimentin expression.

**Fig 6:**
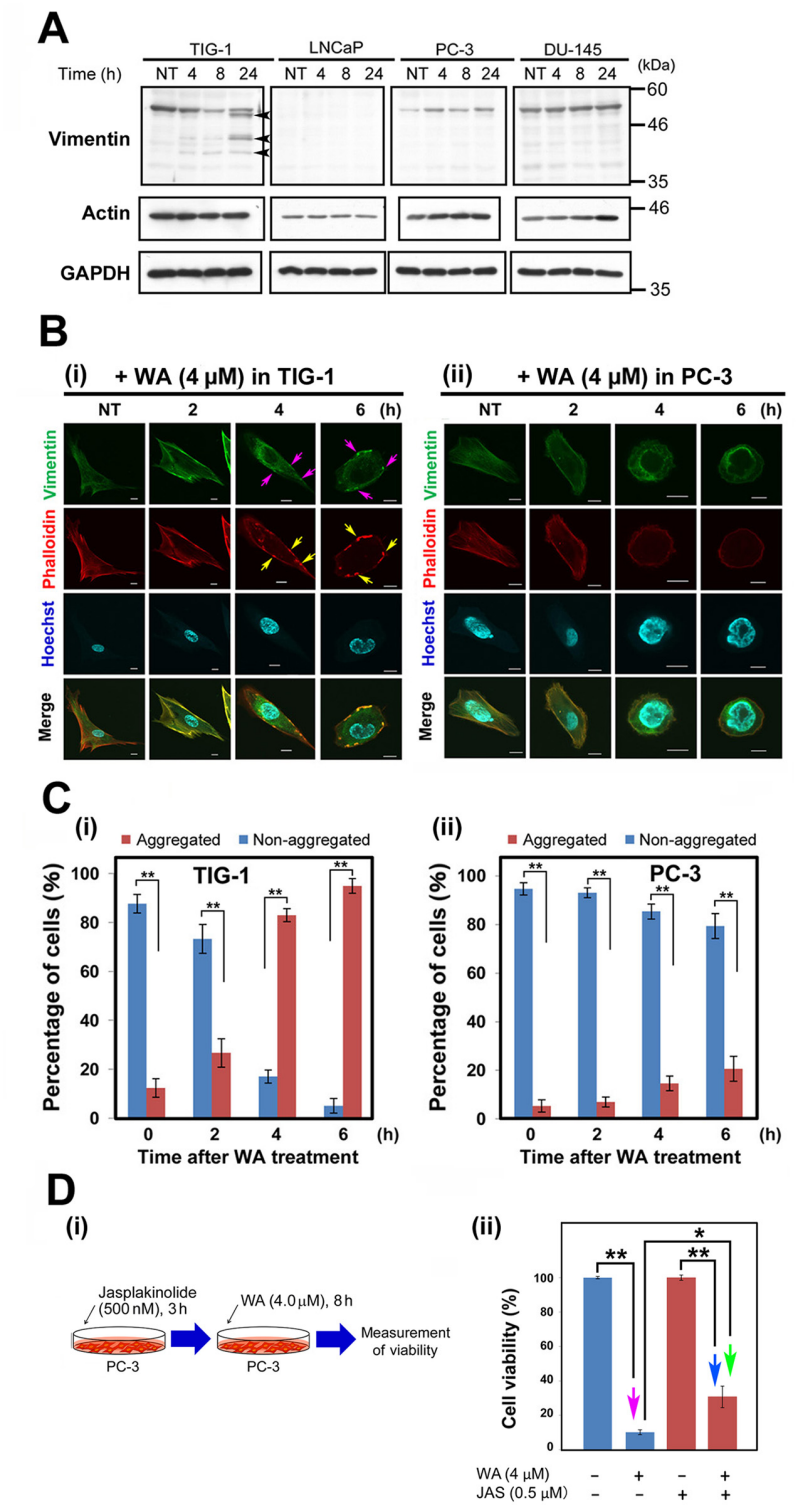
Protein levels and localizations of vimentin and F-actin following WA treatment. (A) Western blot analysis to detect vimentin and actin in TIG-1, LNCaP, PC-3, and DU-145 at 4, 8, and 24 h after treatment with 2 μM or 4 μM WA. NT: non-treated. (B) Typical images of TIG-1 (i) and PC-3 (ii) stained with anti-vimentin antibody, phalloidin (for F-actin), and Hoechst 33342 (for DNA) at 2, 4, and 6 (h) after WA treatment. NT: non-treated. Pink and yellow arrows indicated colocalized vimentin and F-actin aggregates. Merged images are shown in the bottom row. Bar, 10 μm. (C) Percentage of all observed cells containing dots of aggregated or non-aggregated vimentin are shown for TIG-1 (i) and PC-3 (ii). Cells harboring over 10 vimentin aggregates were scored as “aggregated”, whereas cells with non-aggregated vimentin were scored as “non-aggregated”. Data are represented as means ± SEM of three independent experiments; asterisks indicate statistically significant changes in cell viability (**, *P* < 0.01; ***, *P* < 0.001). (D) Jasplakinoloide (Jsp) did not influence PC-3 cell viability. (i) Schematic of the experimental design. (ii) Bar graphs showing cell viability (%) in the presence (+) or absence (-) of 4 μM WA or Jasp 8 h after the addition of WA. NT: non-treated. Bar graphs represent means ± SEM for three independent experiments. Pink, blue, and green arrows indicate statistically significant reductions in cell viability (*, *P* < 0.05; **, *P* < 0.01).

Immunostaining at 2, 4, and 8 h after 4 μM WA treatment caused vimentin aggregation around the plasma membrane in TIG-1 (pink arrows, Fig 6B-i). By contrast, PC-3 exhibited a homogeneous distribution of vimentin, with no such aggregates (Fig 6B-i and 6B-ii); this suggests that vimentin expressed after the EMT in PC-3 serves a different function than it does in mesenchymal cells. Notably, the cytoplasmic volume of PC-3 was smaller than that of TIG-1. The percentage of cells harboring these aggregates increased conspicuously in TIG-1 (Fig 6C-i) relative to PC-3 (Fig 6C-ii).

Immuno-electron microscopy revealed vimentin signals at IFs in the cytoplasm in the absence of WA treatment (S8A Fig), confirming the mesenchymal origin of TIG-1. Notably, many vimentin signals shifted to the peripheral region of the cytoplasm near the plasma membrane, in a pattern that reflected the presence of the aforementioned vimentin aggregates (see Fig 6B-i), after 4 h of 4 μM WA treatment (S8B Fig). By contrast, only sparse vimentin signals were observed in PC-3 in the absence of WA treatment (S8C Fig); this observation is similar to those obtained by immunostaining (see Fig 6B-ii). Moreover, the vimentin signal was low in PC-3 treated with 4 μM WA for 4 h, at which point the cytoskeletal structure was disrupted (S8D Fig), suggesting that following an increase in the vimentin level after EMT, these proteins are not properly structured in PC-3 (S5 Fig) and that this disruption induces the expression of HSPs and c-Fos.

Next, we noticed that F-actin, another cytoskeletal component detected by phalloidin, was also aggregated in TIG-1 (yellow arrows in Fig 6B-i), and these bodies colocalized with the vimentin aggregates. By contrast, PC-3 cells (Fig 6B-ii) contained few F-actin aggregates. F-actin levels remained constant in these cells (Fig 6A). Moreover, when we added jasplakinolide, a cyclo-depsipeptide that promotes polymerization and stabilization of actin filaments [36], to PC-3 cells after 4 μM WA treatment for 8 h (Fig 6D-i), the reduction in cell viability (red arrow in Fig 6D-ii) was significantly suppressed (blue and green arrows in Fig 6D-ii), suggesting that WA induces abnormal F-actin polymerization and stabilization. Taken together, these results suggest that the distinct responses of the cytoskeletal architecture to WA treatment may explain, at least partly, the differences in viability between these cell lines (see Fig 1).

### PC-3 in serum-free medium exhibited similar chemoresistance to WA

The results shown above suggest that WA kills even the mCRPCs. Notably, PC-3 [21] and DU-145 [22] possess cancer stem cell (CSC)–like properties and form spheroids in serum-free medium (SFM) culture [37]. Indeed, PC-3 and DU-145 formed large (>100 μm) spheroids at rates similar to that of SAS (Fig 7A), a human tongue cancer cell line known to form large spheroids [37]. By contrast, TIG-1 and LNCaP failed to form large spheroids in SFM culture (Fig 7A). Furthermore, cell viability of SAS was significantly reduced after 2 μM or 4 μM WA treatment (Fig 7B); this cell line was even more sensitive to WA than PC-3 or DU-145 (see Fig 1). c-Fos, HSPA6, and HSP70 were induced, while FLIP(L) was reduced, following WA treatment, and apoptotic markers (PARP and caspase-3) appeared 24 h after 2 μM or 4 μM WA treatment (Fig 7C). These results suggest that WA is herapeutically useful to cure the mCRPCs.

**Fig 7:**
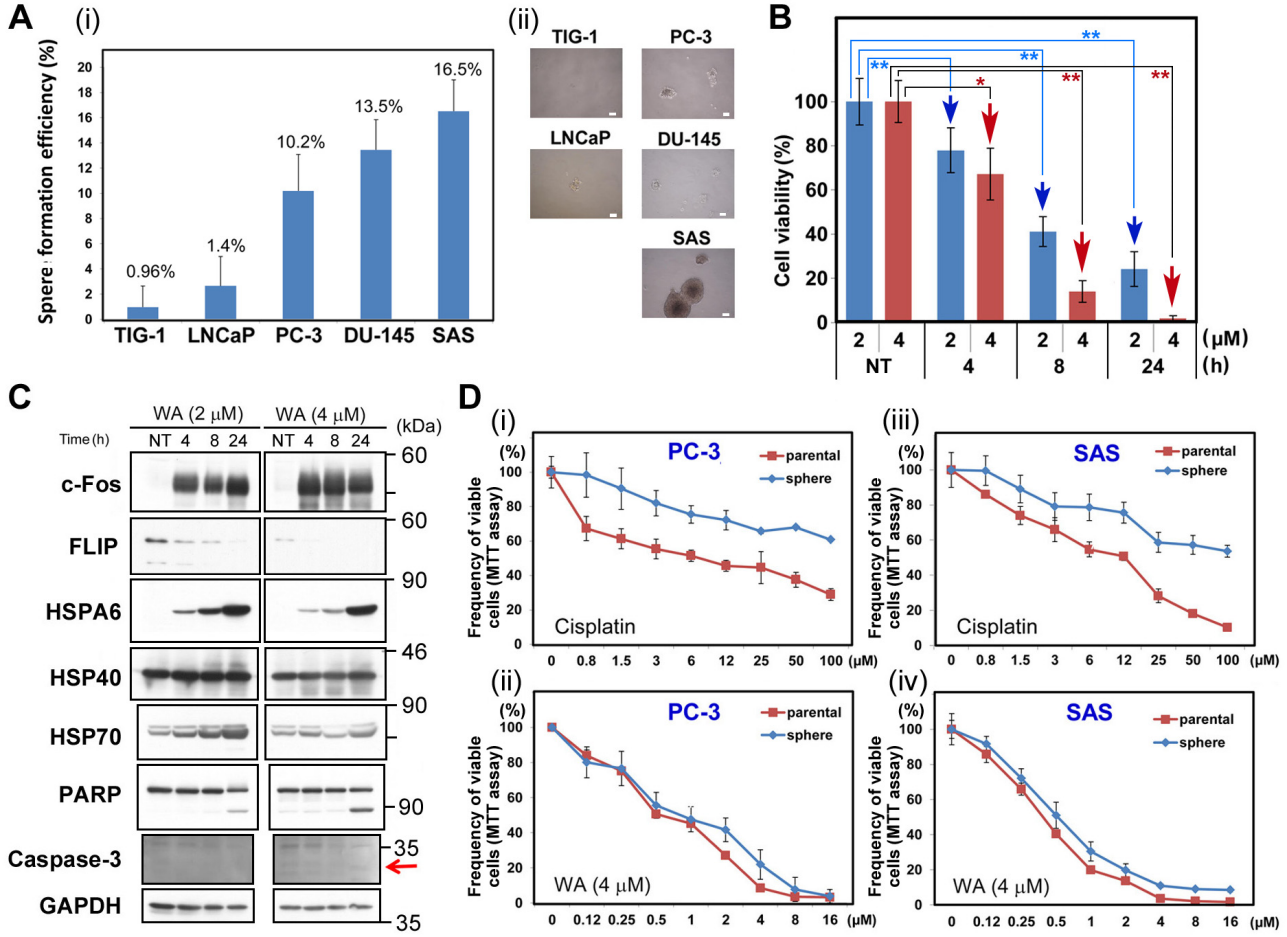
Sphere-forming PC3 and SAS cells had higher resistance to cisplatin, but not to WA, than adherent cells. (A) Frequency of spheres larger than 100 μm (i) and typical images (ii) after incubation of TIG-1, LNCaP, PC-3, DU-145, and SAS cells in sphere-formation medium for 10 days. (B) Viability of SAS cells after WA treatment. Bars represent means ± SEM of three independent experiments. Cell viability was measured at 4, 8, and 24 h after treatment with 2 μM (blue bars) or 4 μM (red bars) WA. NT, non-treated. Data are represented as means ± SEM of three independent experiments; red arrows indicate statistically significant reductions in cell viability (**, *P* < 0.01). (C) Western blot analysis to detect c-Fos, HSPA6, HSP40, HSP70, PARP, and GAPDH (loading control) in SAS cells at 4, 8, and 24 h after treatment with 2 μM or 4 μM WA. NT: non-treated. (D) Comparison of sensitivity to cisplatin between parental cells and spheres of PC-3 (i and ii) and SAS (iii and iv) after 48 h of incubation following treatment with indicated cisplatin concentrations.

Like other CSC lines, SAS exhibits higher chemoresistance to cisplatin than adherent cells [37]. Hence, we asked whether SAS and PC-3 in SFM culture also exhibited higher chemoresistance to WA (Fig 7D-i and 7D-iii). Indeed, neither SAS nor PC-3 in SFM culture was more resistant to WA than adherent cells (Fig 7D-ii and 7D-iv), suggesting that WA efficiently overcomes the chemoresistance barrier of CSCs. This result is similar to that of a recent report that sphere formation protects against cell death induced by integrin inhibition [38]. Taken together, WA may be useful for the development of drugs that induce cell death in CSCs.

## Discussion

Here, we showed that 2 μM WA treatment induced cell death in PC-3 and DU-145, but not in TIG-1 or LNCaP (Fig 1); TIG-1 and KD remained resistant to 2 μM WA treatment for up to 96 h, but LNCaP died at 72 h (S1 Fig). We investigated transcriptome profiles to identify the molecular mechanisms that determine the differential sensitivity of PC-3/DU-145 and TIG-1/LNCaP to WA-induced cell death. We first noticed that WA increased both mRNA (S1 Table) and protein (Fig 2A) levels of c-Fos in PC-3 and DU-145, but not in TIG-1 or LNCaP (Fig 2A). 

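Over all genes, the difference in the WA response between the pair of PC-3 and DU-145 and the pair of TIG-1 and LNCaP was fitted by limma with the cell line as a block, which left 2 residual degrees of freedom. Of 25472 genes well above background on at least 2 arrays, 0 passed an adjusted p of 0.05, and 1607 had an unadjusted p under 0.05. The smallest p of a gene that rose more in PC-3 and DU-145 belonged to TSC22D3, whose log2 ratios were 3.45 in DU-145, 3.03 in PC-3, -0.13 in LNCaP and -0.26 in TIG-1. In data simulated with the spread of these arrays, the fit called 0 of 200 changed genes. Without the LNCaP pair of arrays the fit called 169 genes, and without the TIG-1 pair 8.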

As expected, suppression of c-Fos by siRNA (siFos) decreased necrotic cell death (Fig 2E-i). However, siFos increased the frequency of apoptotic cell death in PC-3 (Fig 2E-ii and 2E-iii), suggesting that WA-induced cell death is not solely due to c-Fos induction. Gene Ontology (S4 Fig) and western blot (Fig 4) analyses indicated that the ER stress response is activated in PC-3, suggesting that ER stress is responsible for cell death in PC-3, but not TIG-1 or LNCaP (Fig 4). WA also induced up-regulation of HSPs (S1 Table and Fig 3) and autophagy (Fig 5); these pathways appear to protect cells against WA-induced cell death. Moreover, LNCaP, PC-3, and DU-145, but not TIG-1 or KD, efficiently generated ROS after WA treatment (Fig 4B, S7 Fig), which may explain why TIG-1 and KD are resistant to WA.

TNF and TRAIL are proapoptotic factors in many cancers, but some tumors acquire resistance and decrease the clinical utility of these agents [38]. TRAIL-induced apoptosis is down-regulated by a mammalian cellular homologue of FLIP, whose transcription is repressed by direct binding of c-Fos to its promoter region [18]. A previous study showed that ectopic expression of c-Fos in LNCaP reduced FLIP, but did not promote cell death [18]; this conclusion is similar to ours, in that an increased c-Fos level and a reduced FLIP level are independent events caused by WA (Fig 2C and 2F). Thus, we propose that c-Fos is efficiently activated by WA in DU-145, but not in TIG-1 or LNCaP, which indirectly leads to a reduced level of FLIP.

We also observed differences in the reorganization of the vimentin and F-actin cytoskeletons following WA treatment in PC-3 (Fig 6B-i and 6B-ii) relative to TIG-1. Specifically, vimentin and F-actin formed colocalized aggregates in TIG-1 (Fig 6B-i), whereas these aggregates were absent in PC-3 (Fig 6B-ii). Disorganization of the F-actin cytoskeleton has also been reported in frog kidney cells [28]. The partial rescue of cell viability by the actin-stabilizing toxin, jasplakinolide, suggests that WA-induced dysregulation of F-actin is at least partially responsible for WA-induced apoptosis (Fig 6D-ii). Moreover, immuno-electron microscopy using anti-vimentin antibody revealed that cytoskeletal structure was disrupted in PC-3 following WA treatment (S5 Fig). Exposure of WI-38 human diploid lung fibroblasts to cytochalasin B, a membrane-permeable inhibitor of actin polymerization, also antagonizes WA-induced cytotoxicity [39], likely because WA binds covalently to the Annexin A2 core domain, stimulating its basal F-actin cross-linking activity and ultimately causing alterations in the cytoskeletal architecture [40], [41]. These reports support our conclusion and suggest that the insult to cytoskeletal architecture caused by WA may result in the induction of HSPs and c-Fos, thereby leading to ROS generation and apoptosis.

Many cancer patients experience recurrence following chemotherapy. CSCs within the tumor mass are proposed to mediate this chemoresistance, and this capability to regenerate tumors distinguishes CSCs from other cancer cells [42]. The mechanisms of CSC chemoresistance identified to date include elevated ATP-binding cassette (ABC) transporter activity, aldehyde dehydrogenase (ALDH) activity, and enhancement of the DNA damage response [43]. PC-3 and SAS, which possess CSC-like properties [21], [22] exhibit higher chemoresistance to cisplatin as spheroids than as adherent cells (Fig 7D-i and 7D-ii) [37]. By contrast, PC-3 and SAS exhibited similar chemoresistance to WA as spheroids and adherent cells (Fig 7D-ii and 7D-iv).

Taken together, these data demonstrate that WA targets vimentin and promotes cell death in prostate cancer cells, but not in normal fibroblasts, through increased c-Fos level, reduced FLIP level, and/or enhanced ROS generation probably via WA-mediated disruption of the cytoskeletal architecture. Thus, WA may serve as a starting molecule for the development of drugs that effectively kill CSCs.

## Materials and Methods

### Antibodies and reagents

Antibodies against the following proteins were purchased from the indicated companies: α-Tubulin (Sigma-Aldrich); BAG3 (OriGene); BiP, Caspase-3 (8G10), c-Fos, CHOP, EGR-3, eIF2α, eIF2αx-pS51, FLIP (D16A8), FosB, HSF-1, HSP40, HSP70, IRE1α, PARP, PAR-4, PERK, TAZ, and YAP (Cell Signaling); EGR-1 and Withaferin A (Santa Cruz Biotechnology); GAPDH (Fitzgerald); HSPA6 (Abcam); LC3 (MBL); and vimentin (ARP).

### Cell culture

Human cells were acquired from the indicated suppliers: PC-3 and DU-145 (RIKEN Bioresource Center), TIG-1 (Japanese Cancer Research Resources Bank), KD (Japanese Collection of Research Bioresources Cell Bank) and LNCaP (ATCC). TIG-1 was maintained in 5% CO_2_ at 35°C in DMEM supplemented with FBS (10%), penicillin (100 U/mL), and streptomycin (100 μg/mL). For PC-3, DU-145, and LNCaP, DMEM was replaced with RPMI-1640 medium.

### siRNA

The following synthesized siRNA duplexes were used for siRNA-mediated knockdown: siGL2, CGUACGCGGGAAUACUUCGADdTdT (Gene Design); siHSPA6, GGCAGAGAAGGAGGAGUAUGAGCdAdT (OriGene); siHSF-1, GAGUGAAGACAUAAAGAUCCGCCdAdG (OriGene); siFos, GCAUUAACUAAUCUAUUGGGUUCdAdT (OriGene); siBAG3, CCUGAUGAUCGAAGAGUAUUUGAdCdC (OriGene); and CHOP, AGCGUAUCAUGUUAAAGAUGAGCGG (OriGene). These siRNA duplexes were transfected using Oligofectamine (Invitrogen).

## Supporting Information

S1 Fig Viability of TIG-1, KD, and LNCaP after WA treatment. Cell viability was measured at 4, 24, 48, 72, and 96 h after 2 μM WA treatment. NT, non-treated. Bars represent means ± SEM of three independent measurements.
(TIF) Click here for additional data file.

S2 Fig Scatter plots of highlighted genes in S1 Table. The y-axis shows the log value of hybridization signal intensity obtained from the microarray data for WA-treated TIG-1, LNCaP, PC-3, and DU-145 (see yellow arrows in Fig 1B). The x-axis shows the log value of signal intensity obtained from samples treated with dimethyl sulfoxide (solvent). Dots corresponding to c-Fos, FosB, vimentin (VIM), and Par-4 are indicated by red, turquoise, black, and green arrows, respectively.
(TIF) Click here for additional data file.

S3 Fig FACS pattern of PC-3 cells treated with or without siFos and/or WA. FACS analysis of PC-3 cells transfected with siFos or siGL2 (negative control) after treatment with WA (4 μM) or DMSO (solvent) alone, using the GFP-Certified Apoptosis/Necrosis Detection System. Apoptosis was detected by Annexin V–EnzoGold, and necrosis by 7-AAD-Red. Upper left, necrosis; upper right, late apoptosis; bottom right, early apoptosis.
(TIF) Click here for additional data file.

S4 Fig Protein levels of EGR-1, EGR-3, and PAR-4 are constant following WA treatment. Western blot analysis for EGR-1, EGR-3, PAR-4, and GAPDH in PC-3 cells either untreated (NT) or 4, 8, or 24 h after treatment with 4 μM WA.
(TIF) Click here for additional data file.

S5 Fig Gene Ontology analysis. (A) Genes differentially expressed between PC-3 cells treated with DMSO or 2 μM WA (see Fig 1B) were subjected to NextBio analysis to identify biogroups and studies (biosets) that contain similar genes. List of top five biogroups: “Biogroup name” signifies a collection of genes associated with a specific biological function, pathway, or similar criteria. ER stress–related biogroups are highlighted in red font. (B, C) Venn diagrams and bar graphs of “Response to unfolded protein” (B) and “Response to topologically incorrect protein” (C). Venn diagrams show the number of common and unique genes in both biosets and biogroups. “Common genes” indicate the number of overlapping genes between the bioset and biogroup. Bars at right indicate the significance of the overlap between gene subsets. The scale of the bar is-log (*p*-value), i.e., the taller the bar, the higher the significance of the overlap.
(TIF) Click here for additional data file.

S6 Fig CHOP plays an essential role in the activation of caspase 3. Western blot analysis of CHOP, caspase 3, and GAPDH (loading control) in TIG-1 and PC-3 at 8 h after 4 μM WA treatment in the presence (+) or absence (-) of the indicated siRNAs. The arrow and arrowhead indicate the CHOP and caspase 3 band, respectively.
(TIF) Click here for additional data file.

S7 Fig Observation of ROS signals under a fluorescence microscope. (A) Typical fluorescence images of TIG-1 (i), KD (ii), LNCaP (iii), PC-3 (iv), and DU-145 (v) that were cultured on glass coverslips and treated with TBHP for 90 min to induce ROS generation. Merged images are shown of cytoplasmic ROS signals (green) and nuclear DNA signals stained with Hoechst33342 (blue). Black bar, 10 μm. (B) Typical fluorescence images of KD cells that were incubated with 4 μM WA for 24 h and then treated with ROS detection reagents using the Image-iT LIVE Green ROS Detection Kit. To highlight the weak ROS signals (i), the image of nuclear DNA signals stained with Hoechst33342 (ii) is separately shown. Green bar, 100 μm.
(TIF) Click here for additional data file.

S8 Fig Anti-vimentin immuno-electron microscopy of TIG-1 and PC-3 before and after WA treatment. Typical images obtained by immuno-electron microscopy of TIG-1 (A, B) and PC-3 (C, D) cultured for 4 h in the absence (A, C) or presence (B, D) of 4 μM WA. Multiple magnifications are shown (i–iii). Scale bars all indicate 1 μm in the corresponding images.
(TIF) Click here for additional data file.

S1 File Supplementary results, materials, and methods. (DOCX) Click here for additional data file.

S1 Table List of up-regulated genes following treatment with 4 μM WA treatment. Genes were arranged in descending order of fold change in PC-3; only the genes with a fold change > 4 in DU-145 are listed. HSP-related, EGR-related, Fos-related, and BAG genes are highlighted in red, green, blue, and pink font, respectively.
(TIF) Click here for additional data file.

## References

[1] HahmER, MouraMB, KelleyEE, Van HoutenB, ShivaS, SinghSV (2011) Withaferin A-induced apoptosis in human breast cancer cells is mediated by reactive oxygen species. PLoS One 6: e23354 10.1371/journal.pone.0023354 21853114PMC3154436

[2] ZhangX, MukerjiR, SamadiAK, CohenMS (2011) Down-regulation of estrogen receptor-alpha and rearranged during transfection tyrosine kinase is associated with withaferin a-induced apoptosis in MCF-7 breast cancer cells. BMC Complement Altern Med 11: 84 10.1186/1472-6882-11-84 21978374PMC3198756

[3] NagalingamA, KuppusamyP, SinghSV, SharmaD, SaxenaNK (2014) Mechanistic elucidation of the antitumor properties of withaferin a in breast cancer. Cancer Res 74: 2617–2129. 10.1158/0008-5472.CAN-13-2081 24732433PMC4009451

[4] ChoiMJ, ParkEJ, MinKJ, ParkJW, KwonTK (2011) Endoplasmic reticulum stress mediates withaferin A-induced apoptosis in human renal carcinoma cells. Toxicol In Vitro 25: 692–698. 10.1016/j.tiv.2011.01.010 21266191

[5] YangES, ChoiMJ, KimJH, ChoiKS, KwonTK (2011) Withaferin A enhances radiation-induced apoptosis in Caki cells through induction of reactive oxygen species, Bcl-2 downregulation and Akt inhibition. Chem Biol Interact 190: 9–15. 10.1016/j.cbi.2011.01.015 21256832

[6] YuY, HamzaA, ZhangT, GuM, ZouP, NewmanB, et al (2010) Withaferin A targets heat shock protein 90 in pancreatic cancer cells. Biochem Pharmacol 79: 542–551. 10.1016/j.bcp.2009.09.017 19769945PMC2794909

[7] MunagalaR, KausarH, MunjalC, GuptaRC (2011) Withaferin A induces p53-dependent apoptosis by repression of HPV oncogenes and upregulation of tumor suppressor proteins in human cervical cancer cells. Carcinogenesis 32: 1697–1705. 10.1093/carcin/bgr192 21859835

[8] RoyRV, SumanS, DasTP, LuevanoJE, DamodaranC (2013) Withaferin A, a steroidal lactone from Withania somnifera, induces mitotic catastrophe and growth arrest in prostate cancer cells. J Nat Prod 76: 1909–1915. 10.1021/np400441f 24079846PMC4144448

[9] MayolaE, GallerneC, EspostiDD, MartelC, PervaizS, LarueL, et al (2011) Withaferin A induces apoptosis in human melanoma cells through generation of reactive oxygen species and down-regulation of Bcl-2. Apoptosis 16: 1014–1027. 10.1007/s10495-011-0625-x 21710254

[10] Bargagna-MohanP, HamzaA, KimYE, Khuan Abby HoY, Mor-VakninN, et al (2007) The tumor inhibitor and antiangiogenic agent withaferin A targets the intermediate filament protein vimentin. Chem Biol 14: 623–634. 1758461010.1016/j.chembiol.2007.04.010PMC3228641

[11] Bargagna-MohanP, DeokuleSP, ThompsonK, WizemanJ, SrinivasanC, VooturiS, et al (2013) Withaferin A effectively targets soluble vimentin in the glaucoma filtration surgical model of fibrosis. PLoS One 8: e63881 10.1371/journal.pone.0063881 23667686PMC3648549

[12] GrinB, MahammadS, WedigT, ClelandMM, TsaiL, HerrmannH, et al (2012) Withaferin a alters intermediate filament organization, cell shape and behavior. PLoS One 7: e39065 10.1371/journal.pone.0039065 22720028PMC3376126

[13] ThaiparambilJT, BenderL, GaneshT, KlineE, PatelP, LiuY, et al (2011) Withaferin A inhibits breast cancer invasion and metastasis at sub-cytotoxic doses by inducing vimentin disassembly and serine 56 phosphorylation. Int J Cancer 129: 2744–2755. 10.1002/ijc.25938 21538350

[14] LeeJ, HahmER, MarcusAI, SinghSV (2013) Withaferin A inhibits experimental epithelial-mesenchymal transition in MCF-10A cells and suppresses vimentin protein level in vivo in breast tumors. Mol Carcinog 2013 11 30.10.1002/mc.22110PMC403962524293234

[15] AntonyML, LeeJ, HahmER, KimSH, MarcusAI, KumariV, et al (2014) Growth Arrest by the Antitumor Steroidal Lactone Withaferin A in Human Breast Cancer Cells Is Associated with Down-regulation and Covalent Binding at Cysteine 303 of β-Tubulin. J Biol Chem 289: 1852–1865. 10.1074/jbc.M113.496844 24297176PMC3894360

[16] SmeyneRJ, VendrellM, HaywardM, BakerSJ, MiaoGG, SchillingK, et al (1993) Continuous c-fos expression precedes programmed cell death in vivo. Nature 363: 166–169. 848350010.1038/363166a0

[17] PrestonGA, LyonTT, YinY, LangJE, SolomonG, AnnabL, et al (1996) Induction of apoptosis by c-Fos protein. Mol Cell Biol 16: 211–218. 852429810.1128/mcb.16.1.211PMC230994

[18] ZhangX, ZhangL, YangH, HuangX, OtuH, LibermannTA, et al (2007) c-Fos as a proapoptotic agent in TRAIL-induced apoptosis in prostate cancer cells. Cancer Res 67: 9425–9434. 1790905210.1158/0008-5472.CAN-07-1310PMC2941899

[19] CeredaV, FormicaV, MassimianiG, TosettoL, RoselliM (2014) Targeting metastatic castration-resistant prostate cancer: mechanisms of progression and novel early therapeutic approaches. Expert Opin Investig Drugs 223: 469–487.10.1517/13543784.2014.88595024490883

[20] FanX, LiuS, SuF, PanQ, LinT (2012) Effective enrichment of prostate cancer stem cells from spheres in a suspension culture system. Urol Oncol 30: 314–318. 10.1016/j.urolonc.2010.03.019 20843707

[21] ShengX, LiZ, WangDL, LiWB, LuoZ, ChenKH, et al (2013) Isolation and enrichment of PC-3 prostate cancer stem-like cells using MACS and serum-free medium. Oncol Lett 5: 787–792. 2342658610.3892/ol.2012.1090PMC3576206

[22] WangL, HuangX, ZhengX, WangX, LiS, ZhangL, et al (2013) Enrichment of prostate cancer stem-like cells from human prostate cancer cell lines by culture in serum-free medium and chemoradiotherapy. Int J Biol Sci 9: 472–479. 10.7150/ijbs.5855 23781140PMC3677682

[23] GearyLA, NashKA, AdisetiyoH, LiangM, LiaoCP, JeongJH, et al (2014) CAF-secreted Annexin A1 Induces Prostate Cancer Cells to Gain Stem Cell-like Features. Mol Cancer Res 12: 607–621. 10.1158/1541-7786.MCR-13-0469 24464914PMC3989391

[24] ZhangK, FowlerM, GlassJ, YinH (2014) Activated 5'flanking region of NANOGP8 in a self-renewal environment is associated with increased sphere formation and tumor growth of prostate cancer cells. Prostate 74: 381–394. 10.1002/pros.22759 24318967

[25] LuoY, CuiX, ZhaoJ, HanY, LiM, LinY, et al (2014) Cells susceptible to epithelial-mesenchymal transition are enriched in stem-like side population cells from prostate cancer. Oncol Rep 31: 874–884. 10.3892/or.2013.2905 24316717

[26] CioccaDR, ArrigoAP, CalderwoodSK (2011) Heat shock proteins and heat shock factor 1 in carcinogenesis and tumor development: an update. Arch Toxicol 87: 19–48.10.1007/s00204-012-0918-zPMC390579122885793

[27] SrinivasanS, RangaRS, BurikhanovR, HanSS, ChendilD (2007) Par-4-dependent apoptosis by the dietary compound withaferin A in prostate cancer cells. Cancer Res 67: 246–253. 1718537810.1158/0008-5472.CAN-06-2430

[28] KhanS, RammelooAW, HeikkilaJJ (2012) Withaferin A induces proteasome inhibition, endoplasmic reticulum stress, the heat shock response and acquisition of thermotolerance. PLoS One 7: e50547 10.1371/journal.pone.0050547 23226310PMC3511540

[29] WidodoN, PriyandokoD, ShahN, WadhwaR, KaulSC (2010) Selective killing of cancer cells by Ashwagandha leaf extract and its component Withanone involves ROS signaling. PLoS One 5: e13536 10.1371/journal.pone.0013536 20975835PMC2958829

[30] HahmER, SinghSV (2013) Autophagy fails to alter withaferin a-mediated lethality in human breast cancer cells. Curr Cancer Drug Targets 13: 640–650. 2360759710.2174/15680096113139990039PMC3723758

[31] GamerdingerM, KayaAM, WolfrumU, ClementAM, BehlC (2011) BAG3 mediates chaperone-based aggresome-targeting and selective autophagy of misfolded proteins. EMBO Rep 12: 149–156. 10.1038/embor.2010.203 21252941PMC3049430

[32] KabeyaY, MizushimaN, UenoT, YamamotoA, KirisakoT, NodaT, et al (2000) LC3, a mammalian homologue of yeast Apg8p, is localized in autophagosome membranes after processing. EMBO J 19: 5720–5728. 1106002310.1093/emboj/19.21.5720PMC305793

[33] LiuBQ, DuZX, ZongZH, LiC, LiN, ZhangQ, et al (2013) BAG3-dependent noncanonical autophagy induced by proteasome inhibition in HepG2 cells. Autophagy 9: 905–916. 10.4161/auto.24292 23575457PMC3672299

[34] OuyangDY, XuLH, HeXH, ZhangYT, ZengLH (2013) Autophagy is differentially induced in prostate cancer LNCaP, DU145 and PC-3 cells via distinct splicing profiles of ATG5. Autophagy 9: 20–32. 10.4161/auto.22397 23075929PMC3542215

[35] ShiY, TangB, YuPW, TangB, HaoYX, LeiX, et al (2012) Autophagy protects against oxaliplatin-induced cell death via ER stress and ROS in Caco-2 cells. PLoS One 7: e51076 10.1371/journal.pone.0051076 23226467PMC3511352

[36] Lázaro-DiéguezF, AguadoC, MatoE, Sánchez-RuízY, EstebanI, AlberchJ, et al (2008) Dynamics of an F-actin aggresome generated by the actin-stabilizing toxin jasplakinolide. J Cell Sci 121: 1415–1425. 10.1242/jcs.017665 18398002

[37] ChenSF, ChangYC, NiehS, LiuCL, YangCY, LinYS (2012) Nonadhesive culture system as a model of rapid sphere formation with cancer stem cell properties. PLoS One 7: e31864 10.1371/journal.pone.0031864 22359637PMC3281010

[38] SilginerM, WellerM, ZieglerU, RothP (2014) Integrin inhibition promotes atypical anoikis in glioma cells. Cell Death Dis 5:e1012 10.1038/cddis.2013.543 24457956PMC4040659

[39] FrenchLE, TschoppJ (1999) The TRAIL to selective tumor death. Nat Med 5: 146–147. 993085610.1038/5505

[40] FalseyRR, MarronMT, GunaherathGM, ShirahattiN, MahadevanD, GunatilakaAA, et al (2006) Actin microfilament aggregation induced by withaferin A is mediated by annexin II. Nat Chem Biol 2: 33–38. 1640809010.1038/nchembio755

[41] OzorowskiG, RyanCM, WhiteleggeJP, LueckeH (2012) Withaferin A binds covalently to the N-terminal domain of annexin A2. Biol Chem 393:1151–1163. 10.1515/hsz-2012-0184 23091278

[42] KresoA, DickJE (2014) Evolution of the Cancer Stem Cell Model. Cell Stem Cell 14: 275–291. 10.1016/j.stem.2014.02.006 24607403

[43] AbdullahLN, ChowEK (2013) Mechanisms of chemoresistance in cancer stem cells. Clin Transl Med 2: 3 10.1186/2001-1326-2-3 23369605PMC3565873

# Supplementary material for: Withaferin A Induces Cell Death Selectively in Androgen-Independent Prostate Cancer Cells but Not in Normal Fibroblast Cells
**Source:** PLoS One. 2015 Jul 31;10(7):e0134137. doi: 10.1371/journal.pone.0134137
**Supplement:** S1 File

**Supplementary Results**

**DNA microarray analysis**

To perform DNA microarray analysis, we selected the conditions for collection of samples at the timing when all or half of the cells are still alive. We selected two each sample at 2 μM and 4 μM. Because we wanted to identify the genes that allows TIG-1 and LNCaP cells resistant to WA treatment, we selected TIG-1 and LNCaP samples when they started to die. As for PC-3 and DU-145, we selected samples when the cell viability was about 50%.

**CHOP plays an essential role in the activation of caspase 3**

To investigate if there is any roles of enhanced CHOP expression in the activation of caspase 3, we performed siRNA-mediated knockdown of CHOP using siCHOP in TIG-1 (negative control) and PC-3. Western blot analysis confirmed the successful knockdown of CHOP by comparison of the band intensities between lanes 7 and 8 in Figure S6 (arrow). We found that the intensity of activated caspase 3 was almost the same between siControl and siCHOP (lanes 7 and 8). Moreover, the CHOP level was slightly induced by treatment with WA, but no increase of activated caspase 3 was observed (lanes 5 and 7). On the other hand, the amount of activated caspase 3 was increased by siCHOP without WA treatment (lanes 5 and 6), and this increase was more than that induced by co-treatment with siCHOP and WA (lanes 7 and 8). These results suggest that CHOP does not play a role in the activation of caspase 3.

**Supplementary Materials and Methods**

**Plasmid and reagents.**

Plasmid and reagents were purchased from the indicated companies: pEGFP-LC3 (Plasmid 21073) (Addgene); cisplatin (LKT Labs); 3-methyladenine, Earle’s Balanced Salts (EBSS), phalloidin, bFGF, EGF, Dulbecco’s modified Eagle’s medium (DMEM), medium, methyl tetrazolium (MTT) solution, and RPMI-1640 (Sigma–Aldrich); wortmannin, penicillin, leukemia inhibitory factor (LIF) (Millipore); and streptomycin and fetal bovine serum (FBS) (Hyclone).

**Cell viability.**

Cell viability was calculated as the number of viable cells divided by the total number of cells, which was measured by the trypan blue exclusion test using the Countess^TM^ Automated Cell Counter (Life Technologies).

**Spheroid formation assay.**

Single cells were plated in EZ-Bind ShutⅡ(AGC Techno Glass) at a density of 400 cells/cm^2^ and grown in sphere culture medium; for TIG-1 and SAS, serum-free DMEM/F-12 (1:1) was supplemented with B27 (Invitrogen), 20 ng/mL EGF, 20 ng/mL bFGF, penicillin (100 U/mL), and streptomycin (100 μg/mL); for PC-3, DU-145, and LNCaP, 20 ng/mL LIF was also added.

For spheroid formation assays, cells were mechanically dissociated using a 25 G injection needle (TERUMO) until doublets, triplets, and groups of cells were no longer observed. Single cells were plated in EZ-Bind Shut dishes at a density of 400 cells/cm^2^ and grown in sphere culture medium. Cells were analyzed microscopically after 1–5 d.

**Methyl tetrazolium (MTT) assay.**

To measure the *in vitro* cytotoxic effects of drugs by the MTT assay, PC-3 or SAS were plated at 1.0 × 10^4^ cells/well in 96-well adherent or non-adherent plates (EZ-Bind ShutⅡ) and incubated overnight. Then, 20 μL of WA or cisplatin was added to the indicated final concentration (see Fig. 7), and the cells were incubated for an additional 48 h. MTT assays were performed according to the manufacturer’s protocol (Life Technologies). Briefly, 10 μL MTT solution (5 mg/mL in PBS) was added, and cells were incubated for an additional 4 h. For cells in adherent plates, culture fluid was gently removed, 100 μL MTT solvent was added, and the samples were incubated for 30 min to allow the color change (from yellow to purple) to develop. For cells in non-adherent plates, cells were collected into 1.5 mL plastic tubes and centrifuged at 7,700 × *g* for 5 min; 100 μL MTT solvent was added to the pellet, and the sample was incubated for 30 min. The intensity of the color was measured using a spectrophotometer.

**Apoptosis/necrosis assay.**

Apoptosis and necrosis were detected using the GFP-Certified™ Apoptosis/Necrosis detection kit for microscopy and flow cytometry (Enzo Life Sciences).

**FACS analysis, western blotting, and immunofluorescence staining.**

Cells were stained using the CycleTEST PLUS DNA Reagent Kit (BD Bioscience). Analysis was performed using a FACS Calibur (BD Bioscience) with the CellQuest software. Preparation of whole-cell lysates, western blotting, and indirect immunofluorescence staining were performed as described (Yabuta et al., 2011).

**Exogenous expression of c-FLIP(L).**

DU-145 cells (1.2 × 10^6^ cells in a Φ60 mm dish) were transfected with pcDNA3-FLIP(L) or vector alone. Twenty-four hours after transfection, cells were treated with RPMI1640 containing 4 μM WA or DMSO (a negative control), and then cultured for an additional 12 h. After the cells were detached by trypsinization, collected, and stained with Trypan blue, they were counted on a Countess Automated Cell Counter (Invitrogen). Viability was assessed by counting c-FLIP(L)–expressing cells treated with WA or DMSO, and normalized to the viability of vector-expressing cells treated with DMSO.

**ROS detection.**

Production of ROS was detected by a fluorescent staining method using the Image-iTTM LIVE Green ROS Detection Kit (Molecular Probes Inc., USA) according to the manufacturer’s protocol. Briefly, TIG-1, KD, LNCaP, PC-3, and DU-145 were cultured on glass coverslips placed in 6-well plates, treated with TBHP for 90 min or 4 µM WA for 24 h, and then washed with Hanks’ Balanced Salt Solution (HBSS) three times, before glass slides were mounted for observation by fluorescence microscopy (BX51-34-FL; Olympus, Tokyo). LNCaP easily detached from coverslips and were therefore stained for ROS in a microfuge tube, spun down for washing with HBSS three times, dissolved in 30 µL of HBSS, and directly spread onto glass slides for observation by fluorescence microscopy.

**Immuno-electron microscopy.**

TIG-1 (in DMEM) and PC-3 (in RPMI-1640) were cultured overnight at ~5.0 × 10^4^ cells/well in a 24-well Celltight C-1 Cell Desk LF (Sumitomo Bakelite). The medium was replaced with fresh medium containing 0 or 4 µM WA, and the samples were cultured for an additional 4 h. The medium was removed, and the cells were fixed for 1 h with 4% formaldehyde in 0.1 M sodium-phosphate buffer (pH 7.4) and washed three times for 5 min in the same buffer. Cells were then permeabilized and blocked for 30 min with 0.2% saponin, 10% BSA, 10% normal goat serum, and 0.1% cold water fish-skin gelatin in the same buffer. Cells were stained with primary antibody (anti-vimentin monoclonal antibody, VIM3B4/ARP, 1:50 dilution) overnight at 4°C, washed six times for 10 min in the same buffer containing 0.005% saponin, and then stained for 2 h at room temperature with anti-mouse IgG antibodies conjugated to 1.4 nm gold particles (Nanogold-Fab' fragment of goat anti–mouse IgG; Cat. #2002, Nanoprobes), washed five times for 10 min in the same buffer containing 0.005% saponin, and washed once for an additional 10 min without saponin. Cells were then fixed for 10 min in 1% glutaraldehyde. Subsequently, cells were washed three times for 5 min in PBS containing 50 mM glycine, followed by three 5-min washes in PBS containing 1% BSA and three 5-min washes in Milli-Q water. Next, cells were treated with Goldenhance-EM (Nanoprobes) to increase the size of gold particles and allow for visualization by electron microscopy, and then washed with distilled water. Cells were post-fixed for 1 h with 1% osmium tetroxide and 1.5% potassium ferrocyanide in 0.1 M sodium-phosphate buffer (pH 7.4), dehydrated in graded series of ethanol, and embedded in Epon812 (TAAB Co. Ltd., UK). Finally, 80-nm ultra-thin sections of cells were stained with saturated uranyl acetate and Reynolds lead citrate solution. Electron micrographs were obtained on a JEM-1011 transmission electron microscope (JEOL, Japan).

**Microarray analysis.**

Microarray analyses were performed as single-color hybridizations using Agilent SurePrint G3 Human GE v2 8x60K Microarrays (Catalog-No. G4851B), as described previously (Nagi-Miura et al., 2013). Total RNA was extracted from TIG-1, LNCaP, PC-3, and DU-145 cells at the indicated times after treatment with WA (see yellow arrows in Fig. 1) using the miRNeasy Mini kit (Qiagen). The quality of the RNA was determined using the RNA 6000 Nano LabChip Kit on a Bioanalyzer 2100 (Agilent Technologies). RNA was reverse-transcribed using AffinityScript reverse transcriptase (Agilent Technologies) and oligo-dT primers containing the T7 RNA polymerase promoter sequence. *In vitro* transcription was then performed using T7 RNA polymerase and the Low input Quick-Amp Labeling Kit (Agilent Technologies) to label cRNAs with Cy3-CTP (Amersham Pharmacia Biotech, Piscataway, NJ). Purified Cy3-labeled cRNAs (600 ng) were hybridized to the microarrays. Washing, scanning, and gene analyses were performed according to the manufacturer’s protocol (Agilent Technologies). The Subio Platform and Subio Basic Plug-in (v1.15; Subio Inc., Aichi, Japan) was then used to calculate between-sample fold changes. Details of the microarray data have been deposited in the Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo) database (accession number GSE55728).

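In PC-3, 2447 genes changed at least 2-fold between WA and DMSO, of which 1426 rose and 1021 fell. With a probe required to be well above background on both arrays the count was 1813, with normexp background correction 1241 and with no filter on dim probes 4786. A threshold of 1.5-fold gave 5558 genes, and one of 4-fold gave 637.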

For ontological analysis, 1,762 genes that exhibited significant fold changes were categorized into 755 different biogroups from Gene Ontology (*p*-values < 0.05) using the NextBio system (ID, GO:0006986; Fig. S4).

**Statistical analysis.**

Error bars for all data represent standard deviations (SDs) from the mean. *P*-values were calculated using Student’s *t*-tests.

How the deposited data were processed for this re-analysis (not part of the article)

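RNA of TIG-1, LNCaP, DU-145 and PC-3 cells treated with WA or DMSO was measured on 8 single-color arrays, 1 per line and treatment. The authors deposited the Agilent Feature Extraction output of each array, whose processed signal is an intensity on a linear scale, corrected for background by that software, and a table of the same values. The largest relative difference between the table and the processed signal was 0, so the table gave no independent values. No normalization between arrays is included in the deposited intensity values. The text names Subio Platform for fold changes, and the normalization used with it was not found in the text that could be read.

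From these intensities, log2 values were computed and the 75th percentile of each array was subtracted. Control spots were left out, and so were outlier spots unless all spots of a probe were outliers. The spots of a probe were averaged, and the probe with the highest mean over the 8 arrays stood for a gene. Among 5449 genes with 2 or more probes measured on both PC-3 arrays, the median SD between probes of a gene was 0.16 on the log2 scale. Gene names are those of the array's design, and probe positions are on hg19 as the files give them. A probe not well above background on the dimmer array of a pair has only a bound, as given beside the counts. No unused column of another sample entered any step.

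Ratios of single lines have no replicate and no test. For lists of genes fixed before the data were examined, and for the 10 HSP genes that the study picked on these arrays, the median was placed among 10000 random lists of the same size, in which each gene was replaced by one within 250 ranks of its mean signal. Models over all genes were fitted with limma 3.58.1 in R 4.3.3 on genes well above background on at least 2 arrays, with the cell line as a block, a variance trend and Benjamini-Hochberg adjustment at 0.05. One model estimated the change shared by the 4 lines (3 residual degrees of freedom) and another the difference between the pair of PC-3 and DU-145 and the pair of TIG-1 and LNCaP (2 residual degrees of freedom). In these models a value not well above background entered as it was, without a bound. Doses and times differ between the lines and enter the residual spread. Harvest was chosen by viability, which by the supplement was lower in PC-3 and DU-145. The difference between the pairs cannot be told apart from that choice. Both arrays of a line lie on one slide, so the block for the line already takes up the slide. The gene lists were also tested as sets with fry, a part of limma, in both models. This test, its repeat without FOS, FOSB and the EGR genes, and its alternatives were chosen after the medians of the lists were seen. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

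The models were tested on simulated data with 25472 genes, of which 200 were changed. The shared model called 157 of these, 78.5%, with 13 false calls, and the model of the difference called 0. Both used the residual SD of the shared model, which also holds differences between the lines and may understate the power of the difference model. The planted changes were smaller than the difference found for FOS. A simulation with a spread of 0.1 was added after that result, and there the difference model called all 200, with 8 false calls. A value of the difference model that does not pass the threshold therefore says little at this number of arrays.

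The genes named in the text are those the paper names, identity genes of the cell lines, members of the fixed lists, the first 10 genes of the rebuilt list, the 5 largest rises and falls of each line, and the 5 smallest p-values in each direction of each model. RRAD falls outside this rule and was named after its values were seen. On the DMSO arrays KLK3 had a normalized log2 signal of 4.92 in LNCaP, -4.22 in TIG-1, -4.24 in DU-145 and -4.44 in PC-3, and COL1A1 at 6.47 in TIG-1 and at -1.47 or less in the others. The alternatives tried were quantile normalization, median scaling, normexp background correction with an offset of 50, the deposited table, stricter and no filters on dim probes, the mean of the probes of a gene, other fold thresholds, the mean of a list, no variance trend, no block, and each line left out. These were set before the data were examined. Leaving out spots beside 2 or more spots changed 4-fold the same way, among 14 neighbours, was added after the data were seen. NANOGP8 has no probe of that name and was not analysed here.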

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

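All tests of explanations in this part, and the set test by fry, were chosen after the results were seen, and some of the tests of explanations for the NRF2 genes were revised after their first values.

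The immediate early genes, a list of 20 fixed beforehand, rose more in PC-3 and DU-145 than in TIG-1 and LNCaP. The median difference was 1.93 on the log2 scale (fry, adjusted p = 0.0211 over 8 lists). Of the other lists, the paper's 10 HSP genes had a larger median difference of 2.66 that did not pass (adjusted p = 0.186), the PERK, ATF4 and CHOP genes 0.95 (adjusted p = 0.0621), and the remaining lists an adjusted p between 0.145 and 0.186. In the model of the change shared by the 4 lines no list passed (adjusted p between 0.069 and 0.118). The paper chose FOS, FOSB and the EGR genes on these arrays, and without them the other 14 genes had a median difference of 1.02 (fry, p = 0.000682). Over the alternatives the adjusted p of the 20 genes lay between 0.00401 and 0.287. It did not pass 0.05 without the TIG-1 arrays (0.287), the LNCaP arrays (0.193) or the DU-145 arrays (0.0737), nor with the 11 genes well above background on all 8 arrays (0.0678), and without the PC-3 arrays it was 0.0129. The median difference shrank to 0.55 with those 11 genes and to 1.06 without the PC-3 arrays. With 2 lines on each side the lines, doses and times are not replicates of one condition. The harvest time alone is argued against for LNCaP and PC-3, both taken at 4 h, whose medians differed by 1.54. The median covers 16 of the 20 genes in LNCaP and all 20 in PC-3. EGR2, EGR3, EGR4 and ARC, which rose in PC-3, had no ratio in LNCaP, so they may account for part of this difference. TIG-1 was taken at 24 h, when an early response could have passed, and this stays open. The supplement states that TIG-1 and LNCaP were harvested when they began to die, and PC-3 and DU-145 at a much reduced viability. How far death had gone at harvest therefore differs between the pairs by design and stays open. A difference between the cell lines stays open as the biological explanation.

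NRF2 genes, a list the paper does not discuss, rose most in the lines that WA killed least. Their median log2 ratio was 1.32 in TIG-1 and 0.92 in LNCaP, against 0.23 in DU-145 and 0.27 in PC-3. Without HMOX1, which is also among the paper's HSP genes, the medians were 1.17, 0.71, 0.17 and 0.26 in the same order. The difference between the pairs of lines did not pass the set test (fry, adjusted p = 0.145, between 0.103 and 0.287 over the alternatives). Blemishes on the slide are argued against for LNCaP and PC-3. Probes are placed without regard to function, so patches would move random lists alike, and the difference of the medians between these lines lay above that of 100% of 10000 random lists of like signal, of which the highest reached 0.35. Harvest time alone is argued against for LNCaP and PC-3, both at 4 h, whose medians differed by 0.64, and dose alone for LNCaP and DU-145, given the same dose by the article and by each field of the labels, whose medians differed by 0.69. Dose and time together are not excluded. For TIG-1 and PC-3, which differed by 1.05, the time cannot be told apart from the line, because no line was sampled at both times. A higher starting level in PC-3 is argued against for the 6 genes that started lower in PC-3 than in LNCaP, since their log2 ratios in LNCaP exceeded those in PC-3 by a median of 0.54, above 100% of 10000 random lists of like signal whose genes also started lower in PC-3. It is thus argued against as the whole source of the difference. For the 6 that started higher in PC-3 the median was 0.18, above 87.52% of 10000 random lists, so it lay within their range. For these genes the starting level cannot be told apart from the line, because each line has 1 starting level. By the paper's supplement, TIG-1 and LNCaP were harvested when they began to die, and PC-3 and DU-145 at a much reduced viability. The pairs of lines thus differ by design in how far death had gone at harvest, and this stays open. That a stronger NRF2 response goes with survival may be a hypothesis worth testing with replicates, with lines harvested at like viability.

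AKR1C1 rose by 3.35 in TIG-1 and 3.34 in LNCaP, and by 0.48 in DU-145 and 0.47 in PC-3. It had the smallest p among genes that rose less in PC-3 and DU-145 (limma adjusted p = 0.456), and AKR1B10, AKR1C3 and AKR1B15 followed it. These genes resemble one another, and AKR1C3 rose by 2.64 in LNCaP, so signal shared between their probes cannot be told apart from a rise of each gene. Whether the family changed as part of the NRF2 response was not tested.

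KIF20A, which the paper does not discuss, fell by 4.89 on the log2 scale in TIG-1, and the other largest falls there were KIFC1, HJURP, KIF4A and CASC5. The log2 ratio of KIF20A was -0.54 in PC-3, -1.58 in DU-145 and -0.004 in LNCaP. TIG-1 alone was taken at 24 h, so time and cell line cannot be told apart, and no biological explanation beyond these was tested.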

How the results depend on the processing

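The alternatives below were set before the data were examined, except the one that leaves out spots beside changed spots and those of the set test by fry. The values of the deposited table equal the processed signal, so that alternative could not move any result. Slide as a block could not be run apart from the cell line, since both arrays of a line lie on one slide. Values with no test were compared with the residual SD of the limma model shared by the 4 lines (median 0.25). For a gene whose response differs between the lines this SD is wide, so single-gene values were also set against the median, a comparison added after the data were seen.

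The counts of changed genes moved under many of the alternatives. Raised at least 4-fold, in the order TIG-1, LNCaP, DU-145 and PC-3, there were 38, 17, 116 and 135 genes with normexp background correction and 419, 138, 531 and 672 with no filter on dim probes. A 2-fold threshold gave 1085, 242, 1251 and 1426 and an 8-fold one 26, 20, 91 and 153. With a probe well above background on both arrays there were 88 in TIG-1, 20 in LNCaP and 223 in PC-3. Lowered at least 4-fold, in the same order, there were 190, 42, 5 and 54 genes with normexp background correction and 574, 339, 271 and 436 with no filter. A 2-fold threshold gave 1280, 425, 727 and 1021 and an 8-fold one 123, 91, 19 and 102. With a probe well above background on both arrays, 39 were lowered in LNCaP, 20 in DU-145 and 94 in PC-3. Without spots beside changed spots, 240 were raised in PC-3, and 35 were lowered in LNCaP, 46 in DU-145 and 110 in PC-3. The count of genes changed at least 2-fold in PC-3 became 1241 with normexp background correction and 4786 with no filter, 5558 at 1.5-fold and 637 at 4-fold. The genes raised more than 4-fold in both PC-3 and DU-145 became 36 with normexp background correction, 432 at 2-fold and 21 at 8-fold. The looser thresholds and filters admit more genes by their construction. Normexp was run with an offset of 50 added to every spot, while the median processed signal of an array lay between 35.0 and 96.0. By construction this draws the ratios of dim probes toward 0 and lowers the counts. How much of the fall came from the offset was not tested.

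The 10 named HSP genes were among the first 45 under the alternatives run, except that an 8-fold threshold in DU-145 left 6 and leaving out spots beside changed spots left 9. Of the EGR genes 1 was among the first 40 with normexp background correction and 0 when both arrays had to be well above background, since every EGR gene was below that limit on at least 1 array of PC-3 or DU-145. No log2 ratio of a named gene that had changed at least 2-fold changed sign. Of the values of the other named genes under the alternatives, 146 moved by more than the gene's residual SD and 5536 did not. Many of the 5536 could not move. The deposited table equals the processed signal, and the filters on both arrays and on neighbouring spots only keep or drop a value. Quantile normalization moved 57 of these, 30 away from 0 and 27 toward it, with 21 to the other sign. Normexp background correction moved 47, of which 43 came closer to 0 and 2 took the other sign. The mean of the probes moved 33, with 6 to the other sign, median scaling 6 and no filter 3. Against the median residual SD, 199 single-gene values moved and 5635 did not, and the 5635 again include values that could not move. Normexp background correction moved 126 of 730 values. Of 736 values each, the mean of the probes moved 50, no filter 13, quantile normalization 10 and median scaling 0. With normexp FOS became 0.70 in TIG-1, 4.64 in DU-145 and 4.37 in PC-3, which changed the order of the last 2 lines. FOSB became 0.099 in LNCaP, 3.87 in DU-145 and 3.71 in PC-3. Quantile normalization moved VIM to 0.054 in TIG-1 and -0.056 in PC-3, and the cause was not tested.

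With the mean in place of the median, the HSP genes gave 0.93 in TIG-1, 2.34 in LNCaP, 3.95 in DU-145 and 5.11 in PC-3. In DU-145 the mean was 1.34 for the other heat-shock genes outside the ER and 0.75 for the ER chaperone and ERAD genes. The mean of the NRF2 genes was 1.39 in LNCaP, 0.67 in DU-145 and 0.75 in PC-3, and that of the immediate early genes was 2.46 in DU-145. With both arrays well above background the HSP median in LNCaP was 2.32, and the immediate early median was 1.67 in DU-145 and 1.80 in PC-3. With no filter these were 2.49 for the HSP genes in LNCaP and 2.88 for the immediate early genes in PC-3. Normexp background correction gave 4.34 for the HSP genes and 1.22 for the PERK, ATF4 and CHOP genes in PC-3, and 0.25, 1.55 and 1.64 for the immediate early genes in LNCaP, DU-145 and PC-3. The mean of the probes gave 1.23 for the PERK, ATF4 and CHOP genes in PC-3 and 1.73 for the immediate early genes in DU-145. The normexp offset draws ratios of dim probes toward 0 by construction, but its share was not tested, nor was the cause of the other shifts. Each of these medians kept its direction.

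The set test of the immediate early genes between the pairs of lines lost its adjusted p under 0.05 when only genes well above background on all 8 arrays were used (0.0678, with 11 of the 20 genes left). With each line left out in turn it lay between 0.0129 and 0.287, and it passed only without PC-3. The set test of the NRF2 genes passed under none of the alternatives.

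The limma model of the shared change called 0 genes (3441 at an unadjusted p under 0.05), 1 with normexp background correction and 1 with no cell line block. With 0 called genes a count of calls cannot be compared with other groupings. Of the 8 ways to exchange WA and DMSO within lines, 1, the true one, gave as many as 3441 genes at an unadjusted p under 0.05, and the other 7 gave between 284 and 1518. With 8 ways this does not exclude chance. The model of the difference between the pairs of lines called 0 genes, 4 with normexp background correction and, with each line left out in turn, between 0 and 169. It called 169 without the LNCaP pair and 8 without the TIG-1 pair, where 1 line stands for its group and is assumed to vary like the others. Of the 3 ways to pair the lines, 1, that of the article, gave as many as 1607 genes at an unadjusted p under 0.05, and the others gave 1089 and 533, which with 3 ways does not exclude chance either. No paired analysis was possible because each condition has 1 array, apart from the block for the cell line. The depth of an array is its signal over background, and between 57.9% and 65.2% of spots were well above it.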

Differences from the paper's values

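With the settings chosen for the values here, none of the counts the paper states differed by more than 1.5 times. Under alternatives set before the data were examined some did, with 6 HSP genes at an 8-fold threshold, 1 EGR gene with normexp background correction and 0 with both arrays well above background, and 4786 changed genes with no filter on dim probes, 5558 at 1.5-fold and 637 at 4-fold. The paper's count of HSP genes among the most raised genes is 11, while it names 10. All 10 were found among the first 45 of the list limited to genes raised more than 4-fold in DU-145. The paper's count of EGR genes is 4, and 3 were found; with no filter on dim probes and no bounds, an alternative set before the data were examined, 4 were found. The same alternative gave the 4786 changed genes. The one missing is EGR3, at position 120 by a lower bound of its ratio in PC-3 and at 38 in that alternative. The paper's count of genes with changed expression is 1762, with no threshold named in its text, and 2447 genes changed at least 2-fold in PC-3, or 1813 with a probe well above background on both arrays.

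The Discussion places the increase of c-Fos mRNA in PC-3 and DU-145 and not in TIG-1, and the FOS log2 ratio in TIG-1 was 1.29, which the Results describe as weak.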

Other observations

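All tests of explanations in this part were chosen after the results were seen, the one of compressed ratios in place of an earlier one. All alternatives named here other than the neighbouring spots were set beforehand.

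Many of the largest changes are patches on the slide. Probes are placed without regard to the function of their genes, so changed spots have no reason to be neighbours. Of the 269 spots lowered at least 4-fold in LNCaP, 80.3% had 2 or more lowered spots among their 14 neighbours, and among randomly placed spots the mean was 0.113%. Local brightness on the DMSO array is a candidate source of these falls. The shares were 53.9% of lowered and 32.8% of raised spots in PC-3, 37.5% and 9.75% in DU-145, 7.22% and 13.8% in TIG-1, and 26.4% of raised spots in LNCaP. For the rise in PC-3 such patches are argued against as the whole source, since most raised spots stood apart. All 5 of the largest falls in LNCaP were at such spots.

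The 10 HSP genes rose by a median of 0.55 in TIG-1 and 1.98 in LNCaP. Compressed ratios on the TIG-1 slide are argued against as the source of the small rise there. The log signal of control RNAs of known amounts rose with their log amount with a slope of 0.997 on the DMSO array and 1.002 on the WA array, as the extraction software gives them, and the signals of the 10 HSP genes lay in the linear range on both arrays. The arrays of the other lines have no such slope. TIG-1 alone was taken at 24 h, and this stays open.

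The HSPA1A probe had a normalized log2 signal of -7.32 in LNCaP treated with DMSO and -4.20 with WA, against 3.46 or more with DMSO in the other lines. A defect of one spot is argued against, since both LNCaP arrays were low. A sequence difference of LNCaP under the probe may be a candidate cause, since HSPA1B rose by 3.51 in LNCaP, but the arrays cannot tell this from a loss of the gene.

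In PC-3 the median of the ER chaperone and ERAD genes was 0.45, against 4.61 for the 10 HSP genes. The paper picked those 10 on these arrays by their rise, so this gap cannot decide the question. The other heat-shock genes outside the ER, a list fixed beforehand, had a median of 1.73. A general rise of ER chaperones is thus argued against as the source of the rise of that list in PC-3. In DU-145 the ER chaperone and ERAD median was 0.43, but 6 of the 23 genes rose at least 2-fold, among them HERPUD1 by 3.35, HSPA5 by 1.57 and HSP90B1 by 1.31. In LNCaP the median was 0.36.

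Proteasome genes had medians of 0.20 in TIG-1, 0.15 in LNCaP, 0.06 in DU-145 and 0.02 in PC-3, where the sign changed with quantile normalization and with median scaling. Metallothionein genes had medians of 0.08, -0.31, -0.64 and -0.63 in the same order, and their mean in TIG-1 was -0.018. The other heat-shock genes outside the ER had medians of 0.72 in LNCaP and 0.96 in DU-145, and the PERK, ATF4 and CHOP genes 0.43 and 2.09.

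For genes whose proteins the paper measured, CFLAR, the gene of FLIP, had log2 ratios of -0.24 in TIG-1, 0.10 in LNCaP, -0.69 in DU-145 and -0.04 in PC-3, and its 4 probes disagreed in direction in TIG-1, LNCaP, DU-145 and PC-3. DDIT3 rose by 0.22 in TIG-1, 1.64 in LNCaP and 4.13 in DU-145. RRAD, named after its values were seen, rose by 4.26 in DU-145 and 1.06 in PC-3 and fell by 1.92 in TIG-1 and by at least 2.15 in LNCaP, where it was not well above background with WA. The difference between the pairs of lines, with that dim value as it was, did not pass the adjustment (4.74, limma adjusted p = 0.722). CMA1 rose by 10.82 in DU-145, with a ratio of -2.16 in PC-3, and its other probe was not well above background on either array of any of the 4 lines.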
